# Characterization of an in vitro 3D intestinal organoid model by using massive RNAseq-based transcriptome profiling

**DOI:** 10.1038/s41598-021-96321-8

**Published:** 2021-08-17

**Authors:** Jing Lu, Anna Krepelova, Seyed Mohammad Mahdi Rasa, Francesco Annunziata, Olena Husak, Lisa Adam, Suneetha Nunna, Francesco Neri

**Keywords:** Cell signalling, Gastrointestinal models

## Abstract

Organoids culture provides unique opportunities to study human diseases and to complement animal models. Several organs and tissues can be in vitro cultured in 3D structures resembling in vivo tissue organization. Organoids culture contains most of the cell types of the original tissue and are maintained by growth factors mimicking the in vivo state. However, the system is yet not fully understood, and specific in vivo features especially those driven by cell-extrinsic factors may be lost in culture. Here we show a comprehensive transcriptome-wide characterization of mouse gut organoids derived from different intestinal compartments and from mice of different gender and age. RNA-seq analysis showed that the in vitro culture strongly influences the global transcriptome of the intestinal epithelial cells (~ 60% of the total variance). Several compartment-, age- and gender-related transcriptome features are lost after culturing indicating that they are driven by niche or systemic factors. However, certain intrinsic transcriptional programs, for example, some compartment-related features and a minority of gender- and aging- related features are maintained in vitro which suggested possibilities for these features to be studied in this system. Moreover, our study provides knowledge about the cell-extrinsic or cell-intrinsic origin of intestinal epithelial transcriptional programs. We anticipated that our characterization of this in vitro system is an important reference for scientists and clinicians using intestinal organoids as a research model.

## Introduction

Organoid technology, as one kind of 3D culture technology has been widely used in modern scientific researches since the first establishment of long-term 3D culture of intestine organoids from Lgr5 + stem cells was introduced by Sato et al. in 2009^1^. After that, some research groups also used organoids as an in vitro model for screening effective compounds from in-vitro experiments. Ley et al. ever observed that some compounds’ protective effect on irradiation got diminished after several passages of organoids and showed that the organoids’ intrinsic features changed in the process of organoids’ passaging^2^. Further improvements of the cell culture systems have been made to provide in vitro models derived from primary cells of different tissues and that could resemble, as much as possible, the tissue of origin. Various organoid systems were developed to represent the human characteristics of different 3D tissue structures and were applied to study developmental biology, to address human pathological or physiological process, to advance cell therapy and to screen personalized drugs^3^. For instance, brain organoids helped to illustrate the details about brain development and human brain circuitry assembly^4–6^ as well as to model microcephaly^7^, a disorder that has been difficult to recapitulate in mice. It has also been observed that transplantation of human small intestine organoids into immunodeficient mice could yield human epithelial and laminate human mesenchyme, supported by mouse vasculature and it was proved that the transplanted tissue was functional in permeability and peptide uptake tests^8^. However, the utility of this human-modelling in vitro system relies implicitly on the robustness and transferability of the protocol. In addition, some organoids require complicated long stepwise protocols to acquire the desired cell type composition or structure^3^. Unlike methods that generate a relatively homogeneous cell type, the complexity of organoids increases the likelihood of substantial variation of itself. A recent study from Kadosh et al.^9^ showed that the differential p53 response in different intestinal compartments disappeared after organoids culture since it was mediated by the interaction with the gut microbiome. It is tempting to speculate that external and microenvironmental factors as well as intrinsic (epi)genetic background should be rigorously considered when evaluating the robustness of the organoid model. A better understanding of organoids is a prerequisite to improve this model system and make it an exceptional tool for further researches and applications. Here, we provide a comprehensive transcriptional evaluation with small intestine organoids of mice, integrating multiple different variables. Applying RNA sequencing (RNA-seq) to in vivo crypts and in vitro organoids on different compartments, genders and ages, we present how organoids represent the intrinsic and extrinsic characteristics with a comparison of their corresponding in vivo crypts. From our data, we identified a remarkably impressive difference arising between in vivo and in vitro conditions. Deconvolution of cell-type compositions indicates that more stem cells are enriched in culture at the expense of differentiated cells. Some compartment-related transcriptional features in vivo are kept after culture, while most of the aging- and gender-related features are lost. In this study, we demonstrated the limitation of the organoid model in representing in vivo characteristics of the intestinal epithelium. In biology-modelling studies, it is crucial to consider the variation of the culture system, which can impair the study of the biological mechanisms and the cellular response to external stimuli. Careful experiment design and culture condition modification such as choosing appropriate culture media or essential cofactors may be essential to overcome the challenge of culture bias.

## Results

### In vitro culturing of small intestinal crypts as organoids does substantially affect their transcriptional program

In this study, compartment, gender and age were analysed in vivo and in vitro as biological parameters to evaluate the intestinal organoid model. We isolated crypts from the small intestine of male and female, young (10–15 weeks old) and old (85–115 weeks old) wild-type C57BL6/J mice. Crypts were isolated from the oral (duodenum), intermediate (jejunum) and aboral (ileum) compartment of the small intestine. Four biological replicated were used for each condition that resulted in 96 final samples. Crypts were split in two halves and one half was frozen in Trizol for later RNA extraction (in vivo condition), while the other plated on Matrigel to generate organoids. Organoids were collected after two weeks of culturing for RNA extraction. 

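The 96 libraries covered 24 conditions of sample type, age, gender and compartment, with 4 libraries in each. Young mice were 10 to 15 weeks old and old mice 85 to 115 weeks old. Library labels speak of ribosomal RNA removal together with poly(A) amplification, and they number the replicates without saying which libraries shared a mouse.

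Xist, the non-coding RNA of the inactive X chromosome, and the Y-linked genes matched the stated gender in all 96 libraries. Crypts held a median of 24979066 reads (12315915 to 66333923) and organoids 21508161 (11168234 to 41268986). Genes with at least 1 read numbered 19005 to 22292 in crypts and 17792 to 23672 in organoids. The fewest genes and the lowest size factor were found in replicate 3 of young male organoids from the oral compartment. Young male organoids from the aboral compartment, replicate 3, had the most genes.

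The authors mapped the reads to mm9, counted them per gene without regard to strand, and divided the counts by DESeq2 size factors. Those deposited normalized counts were used here as log2(value + 1), and fold changes are given on that log2 scale, ± the standard error. Genes were compared with limma with trend, with the other factors as covariates, and p was adjusted by the Benjamini-Hochberg method over all genes. Libraries were fitted as independent. Where compartments shared a mouse, standard errors and p of gender and age, also those of gene lists, may be too small. Gene lists fixed beforehand were tested with camera at a preset correlation of 0.01. Adjusted p with an estimated correlation between the genes of a list is given where the call was lost under it. Gene positions are in mm9. Because strand was not used, reads of overlapping antisense genes cannot be told apart.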

RNA was extracted and sequenced by employing polyA-enriched RNAseq technique (Fig. 1a).

**Figure 1:**
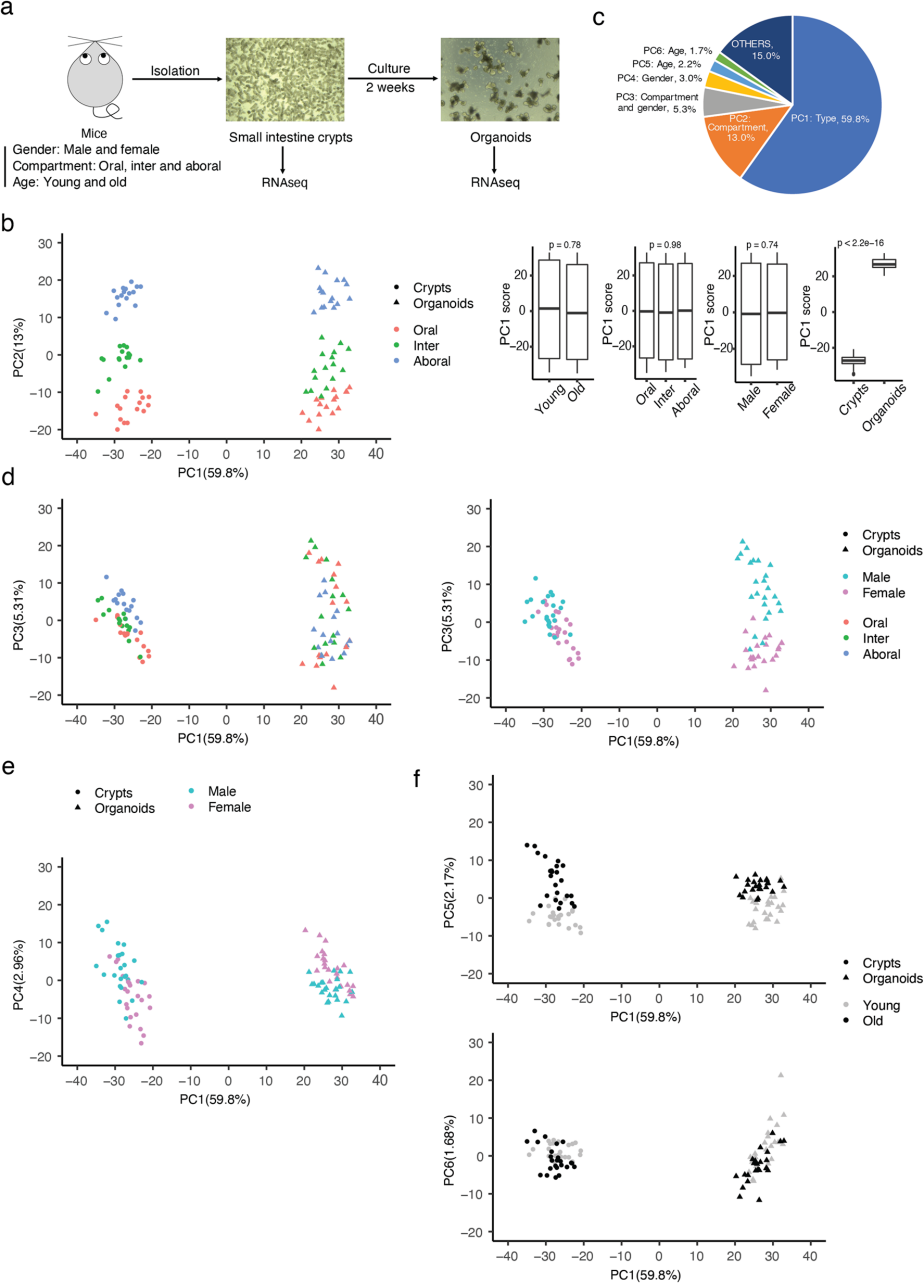
In vitro culturing of intestinal crypts as organoids does substantially affect their transcriptional program. (**a**) Graphic scheme for experiment design. (**b**) Point plot of the first two principal components (left panel) from PCA which were mapped to sample types (crypts and organoids) and compartments (oral, inter, aboral) separately. Boxplot of PC1 versus different biology variables indicated the main difference coming from sample types (right panels). P-value is calculated by Welch’s two-tail t-test. (**c**) Pie chart indicating the variance explanation percentage of top few principal components deconvoluted from meta RNA-seq. (**d**) Point plot of PC3 versus PC1 by mapping PC3 to different groups of compartments (top panel) and gender (bottom panel). (**e**) Point plot of PC4 versus PC1 by mapping PC4 to different groups of gender. (**f**) Point plot of PC5 (left panel) and PC6 (right panel) versus PC1 by mapping PC5/PC6 to different groups of age. See also Supplementary Figs. S1–S3.

Principal components analysis (PCA) with normalized counts from the RNA-seq data showed a clear separation of the samples. 

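Crypts and organoids lay on opposite sides of the first component of a PCA over 2515 genes. Mean scores were 72.7 ± 5.49 (SD) in organoids and -72.7 ± 16.5 in crypts (n = 48 each). Male crypts scored -80.8 ± 15.3 and female crypts -64.6 ± 13.6, a difference of -16.2 (n = 24 each, permutation adjusted p = 0.00103). Aboral crypts scored lower than oral crypts by 19.5 (n = 16 each, permutation adjusted p = 0.00325). Male and female organoids differed by -0.207 on this component (permutation adjusted p = 0.9).

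The paper does not state the scale of its interquartile range, and log2(value + 1) was taken here. The 2515 genes had an interquartile range above 1.5 on that scale and a mean above 10 in more than 3 conditions. Genes were centred and not scaled. Between sample types the permutation adjusted p was 3.82e-05, from the smallest p that 100000 resamples allow. Libraries were permuted as independent, although those of different compartments may share a mouse. The permutation p of gender and age may therefore be too small, and that of compartment too large. A permutation test of whether an effect differed between sample types keeps the effect itself in its spread, which widens it.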

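Isx, a homeobox gene that restrains vitamin A uptake in enterocytes, fell by 11.18 ± 0.13 in organoids, from a mean of 3448 ± 609 (SD) normalized counts to 0.901 (n = 48 each; chr 8: 77396618-77417405). Among the largest falls were H2-Aa (-10.52 ± 0.24) and the invariant chain Cd74 (-10.24 ± 0.23), which act in antigen presentation. Gzma and Gzmb, granzymes of cytotoxic lymphocytes, changed by -9.93 and -8.86, and the immunoglobulin light chain Igkc by -9.28. Gsdmc4 and Gsdmc2, pore-forming gasdermins of the epithelium, changed by -9.12 and -8.85. Stc2, a secreted glycoprotein, rose by 8.55 ± 0.24 in organoids, from a mean of 6.26 to 1876. Scd1, which makes monounsaturated fatty acids, rose by 6.83 ± 0.26 (184 ± 260 to 9036 ± 2866; chr 19: 44468941-44482199). Further large rises were those of the metallothioneins Mt4 (8.06) and Mt2 (6.40), Ak4 (6.69), Cbr3 (6.65) and Sprr1a (6.27). Both metallothioneins bind metal ions, and Sprr1a is a structural protein of squamous epithelium.

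Between organoids and crypts, 14509 of 17371 genes passed the threshold, 6700 higher and 7809 lower in organoids. A change of at least 1 was reached by 3820 of them. Culture and the time in culture cannot be told apart, since every organoid library had both.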

PC1, that could explain 59.8% of variance in our data, displayed the differences between in vivo and in vitro (Fig. 1b,c). 

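Fabp6, the bile acid-binding protein of the ileum, was higher by 11.95 ± 0.21 in aboral than in oral crypts (41861 ± 32122 against 8.88 ± 4.97 normalized counts, n = 16 each; chr 11: 43409551-43415042). Slc10a2, the ileal bile acid transporter, was higher by 6.85 (889 against 5.54), and Fgf15, a hormone that answers to bile acids, by 7.54. Large rises in aboral crypts were also those of Plb1 (8.59), the positional gene Hoxb9 (8.05) and Tmigd1 (7.91). Pdx1 and Onecut2, transcription factors of the duodenum, were lower by 5.76 and 6.37 in aboral crypts (Pdx1 chr 5: 148081535-148089584). Tmprss15, the enteropeptidase that activates trypsinogen, was lower too (-8.10), as were Gm766 (-8.63), Otop3 (-7.72) and the secreted lectin Reg1 (-7.12).

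Aboral crypts scored 38.7 ± 6.28 (SD) and oral crypts -39.8 ± 6.60 on the second component, and crypts of the inter compartment -5.90 (n = 16 each). Its percent of variance was 10.9. The permutation adjusted p of the 78.6 between aboral and oral crypts was 3.82e-05.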

PC2, representing 13% of variance, showed compartment-related transcriptional differences (Fig. 1b,c and Supplementary Fig. S1a). Interestingly, these differences are maintained in vitro. 

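In organoids Fabp6 was higher by 8.12 ± 0.47 in the aboral than in the oral compartment (1488 ± 1621 against 3.21 normalized counts, n = 16 each). Slc10a2 was higher by 5.88 (836 against 12.8) and the gut hormone Pyy by 5.90. Tmigd1 (7.67), Slc6a14 (7.20), Slc2a13 (6.88) and Slc5a8 (6.44) rose as well, the last 3 of them membrane transporters. Fabp1, the fatty acid-binding protein of absorptive cells, was lower by 8.18 in aboral organoids, Reg1 by 7.29 and Akp3 by 6.60. Trpa1 (-5.75), Otop3 (-5.53), Gm766 (-5.25), Afp (-5.11) and Pdx1 (-4.69) were lower too.

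On the second component aboral organoids scored 36.8 ± 8.68 (SD) and oral organoids -26.3 ± 6.51, with -3.54 in the inter compartment. The 63.2 between aboral and oral organoids had a permutation adjusted p of 3.82e-05. Its difference from crypts was -15.4 (permutation adjusted p = 0.522). That permutation keeps the large compartment difference in its spread, so its p does not show the difference unchanged in culture.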

The third component (PC3, 5.3% of total variance—Fig. 1d) was deconvoluted for the differences in compartment (left panel) and gender, with the compartment-related feature lost after culture, while the gender-related feature enhanced after culture (Fig. 1d and Supplementary Fig. S1b). 

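The Y-linked genes Eif2s3y, Ddx3y, Kdm5d and Uty gave the largest contributions to the third component together with Xist, from 6.67% for Eif2s3y to 4.96% for Uty. Male crypts scored 11.1 ± 7.04 (SD) and female crypts -13.4 ± 6.04, and male organoids 19.7 ± 14.9 and female organoids -17.4 ± 6.43 (n = 24 each). The difference between male and female was 24.4 in crypts and 37.1 in organoids. Its increase by 12.7 in organoids had a permutation adjusted p of 0.15. Because the permutation keeps the gender difference in its spread, this p does not show the increase absent. Genes of the response to low oxygen and of glycolysis were also among the contributors, 8 of 18, all higher with the score: Hk1, Bnip3, Egln3, Ero1l, P4ha1, P4ha2, Adm and Slc16a3.

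Aboral crypts scored 8.04 above oral crypts (n = 16 each, permutation adjusted p = 0.208) and aboral organoids 15.9 below oral organoids (0.0711). The permutation ignored replicate number and gender, which spreads the scores on this component, so its p does not show a compartment difference absent. Those compartment differences differed between the sample types by -23.9 (permutation adjusted p = 0.0233). The third component carried 3.97% of the variance.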

PC4 showed another gender-related feature lost (almost reversed) after culture (Fig. 1e and Supplementary Fig. S1c). 

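The fifth component separated the genders in opposite directions in vivo and in vitro. Male crypts scored -6.10 ± 12.5 (SD) and female crypts 8.37 ± 10.8 (n = 24 each, permutation adjusted p = 0.00056). Male organoids scored 6.94 ± 9.31 and female organoids -9.22 ± 10.7 (permutation adjusted p = 3.82e-05). Mesothelin (Msln), the steroid-metabolizing enzymes Cyp2c29 and Cyp3a11, Scd1 and the stress-associated chaperone Clu were among the 10 largest contributors, all lower with the score. In female organoids Clu, Cyp2c29 and Cyp3a11 were higher than in male organoids by 2.93, 2.84 and 2.44.

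Between organoids and crypts the gender difference changed by 30.6 on this component (permutation adjusted p = 9e-05). The difference between aboral and oral changed as well, by 27.1 (permutation adjusted p = 0.00024). The component carried 2.07% of the variance.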

PC5 (and to a minor extent for PC6) showed minor aging-related features that were partially maintained in vitro (Fig. 1f and Supplementary Fig. S1d,e). 

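Old and young samples separated on the fourth component, which carried 2.36% of the variance. Old crypts scored -14.3 ± 8.12 (SD) and young crypts 15.8 ± 7.05, and old organoids -9.70 ± 5.05 and young organoids 8.19 ± 6.42 (n = 24 each). The age difference was -30.1 in crypts and -17.9 in organoids (permutation adjusted p = 3.82e-05 each). Rps4y2, a ribosomal protein gene, contributed most (2.38%), followed by the collagen receptor Ddr2 (1.42%) and the protocadherin Pcdh20 (1.28%). Antigen presentation genes contributed through 7 of 8 measured MHC class II members, all higher in the direction of old samples.

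Between crypts and organoids the age difference differed by 12.2 (permutation adjusted p = 0.0779). As the permutation keeps the age difference in its spread, this p does not show it unchanged in culture. On the sixth component (1.60% of variance) old and young differed by 5.75 in crypts (permutation adjusted p = 0.235) and by -1.53 in organoids (0.687). That component separated aboral from oral by -20.2 in crypts and 20.2 in organoids, a change of 40.4 (permutation adjusted p = 9e-05). Male crypts scored 17.1 above female crypts on it, and the gender difference changed by -16.7 in organoids (permutation adjusted p = 0.00162). Rps4y2 is closely related to Rps4x, and whether reads of one were counted for the other was not tested.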

Highly contributing genes were defined by the cutoff (− 3.32) of log2 (contribution on principal component) (Fig. 1f). 

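Contributing genes of the first component were mostly genes of crypts: 219 of 248 fell and 29 rose with the organoid score. The second component had 255 such genes, the third 173, the fourth 216, the fifth 259 and the sixth 203. Fabp6 contributed most to the second component (1.82%), ahead of Tmigd1 (1.06%) and Reg1 (0.96%). Contributors to the second component included 6 of 11 enterocyte markers, among them Alpi, Lct and Fabp1, and the Paneth cell defensins Defa20, Defa21 and Defa22.

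The limit of the paper was applied to the log2 of the percent contribution. The 248 genes carried 41.3% of the contribution to the first component. A fixed limit depends on how many genes enter the PCA, because contributions sum to 100 percent.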

Number of highly contributing genes was balanced in different principal components with 446 highly contributing genes for PC1 and about 300 for other PCs (Fig. S1g). Expression heatmap of the top 10 highly contributing genes of each principal component highlighted the behavior of the different biological parameters between in vitro and in vivo conditions (Supplementary Fig. S1h and Table S1). Highly-contributing genes to PC1 (in vitro vs in vivo difference) were enriched in biological processes like immune response, cholesterol metabolic process and lipid metabolic process (Supplementary Fig. S2a and Table S1, summary in Table 1). 

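Genes of immune cells were among the contributors to the first component. Contributors included 7 of 8 MHC class II genes and 14 of 20 T and NK cell markers. B and plasma cell markers gave 4 of 9, Cd79a, Cd19, Cd22 and Igj, and interferon response genes 5 of 26, Gbp2, Gbp3, Gbp6, Oas2 and Zbp1. Isx (0.564%) was the largest contributor, ahead of H2-Aa (0.525%), Cd74 (0.491%) and Gzma (0.451%). Of 19 measured cholesterol synthesis genes 11 entered the PCA, and 0 of these passed the limit. Scd1 of fatty acid synthesis passed it, as did Scarb1, a receptor for lipoprotein lipids, and the detoxifying transferases Gsta2 and Gsta3.

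Counts per list are over the genes that entered the PCA. They are descriptive, and no test was made of them. The authors state that the immune pathways underline the importance of immune cells for the epithelial transcriptome. They propose that the lipid processes reflect a need of biomass in proliferating organoids.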

Enrichment of immune response pathways such as antigen processing, antigen presentation and defense response underlines the importance of the immune cells in regulating the intestinal epithelial transcriptome^10^. Cholesterol and lipid metabolic processes categorized by PC1 may reflect the need of biomass required in a highly proliferating and dynamic system as the organoids. Adequate availability of building blocks (including lipids) is a prerequisite for cellular proliferation. Wang et al.^11^ ever presented that intestine stem cell proliferation in vivo was promoted by stimulating cholesterol biosynthesis or driving endogenous cholesterol synthesis. He also observed that increasing cholesterol content stimulated organoids’ growth, that strongly supports our observations. Highly-contributing genes to PC2 were enriched in different metabolic processes (e.g. retinoid and glutathione) and transmembrane transport pathway (Supplementary Fig. S2b and Table S1). 

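Glutathione metabolism, which detoxifies reactive and foreign compounds, was lower in the aboral compartment of crypts and of organoids. In crypts 15 of 21 genes were lower and 4 higher (list median -1.09, adjusted p = 1.41e-07, 15 lower and 4 higher adjusted over the list alone, adjusted p = 0.201 with an estimated correlation). In organoids 18 of 21 were lower and 0 higher (-1.25, adjusted p = 3.17e-17, 18 lower adjusted over the list alone). The glutathione transferases Gstm6 and Gstm3 were lower by 2.88 and 3.51 in aboral crypts and by 2.39 and 2.95 in aboral organoids (n = 16 each). Gstm7 (-2.21) and the peroxidase Gpx1 (-0.96) were lower in aboral crypts, and Gstm4 (-2.60) and Gstm1 (-2.35) in aboral organoids. In crypts Gsta3 (1.17), Gsr (0.55), Gpx2 (0.19) and Gclc (0.14) were higher in the aboral compartment.

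The compartment effect on this list differed by -0.03 between organoids and crypts (adjusted p = 0.864). Gstm genes resemble each other closely, so reads may be split between them.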

Different physiological environments along the intestine including different food and microbiota may determine the different metabolic abilities along the compartments. Absorption of some molecules (calcium^12^, small peptite^13^) depends on compartment-specific enterocytes and require particular transmembrane transporters. These PC2-related compartment-associated features arose mostly from differences in the absorption properties of the different intestinal tracts, and remained intact in in vitro culturing, suggesting that these intestinal local functions are driven by cell intrinsic factors, supposedly by development-specific epigenetic programs. 

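Genes of oral identity stayed lower in the aboral compartment after culture, and genes of aboral identity stayed higher. Oral identity genes, such as the transcription factor Gata4 (-2.30 in crypts), were lower in 12 of 15 and higher in 2 in crypts, with a list median of -2.63 (adjusted p = 3.01e-07, 12 lower adjusted over the list alone, adjusted p = 0.185 with an estimated correlation). In organoids 14 of 15 were lower and 1 higher, with a median of -2.34 (adjusted p = 9.98e-12, 14 lower adjusted over the list alone). Hsd3b3, a steroid dehydrogenase, went the other way in crypts (1.27) and organoids (1.41), and the iron reductase Cybrd1 in crypts (0.78). Aboral identity genes were higher in 12 of 13 in crypts and lower in 1, with a median of 2.16 (adjusted p = 4.61e-10, 12 higher adjusted over the list alone). In organoids 11 of 13 were higher and 1 lower, with 2.62 (adjusted p = 2.36e-10, 11 higher adjusted over the list alone). The chromatin organizer Satb2 rose by 2.11 in crypts and the vitamin B12 receptor Cubn by 5.59 in organoids, while the nuclear receptor Nr0b2 was lower by 2.13 and 2.44.

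Hox genes, which set position along the body axis, were higher in 12 of 14 and lower in 2 in aboral crypts (median 3.12, adjusted p = 6.54e-08, 12 higher adjusted over the list alone). In organoids 9 of 13 were higher and 1 lower (2.96, adjusted p = 0.000614, 10 higher adjusted over the list alone, adjusted p = 0.293 with an estimated correlation). Hoxb8 (6.18), Hoxb6 (5.13) and Hoxb5 (5.08) rose in aboral crypts, and Hoxb5 (4.22), Hoxb3 (3.06), Hoxb4 (2.96) and Hoxd4 (2.70) in aboral organoids. Hoxa7 was lower in the aboral compartment of crypts (-2.77) and organoids (-2.14), and Hoxa5 of crypts (-0.74).

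The compartment effect of a gene, organoids less crypts, had a list median of 0.0367 for oral identity (adjusted p = 0.236). It was -0.51 for aboral identity (adjusted p = 0.39) and -0.79 for Hox genes (adjusted p = 0.104). Such a median of differences per gene need not equal the difference of the list medians above. The authors propose that these local functions are driven by cell intrinsic factors.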

Gender-related features (PC3 and PC4) were prone to be reverted in culture (Supplementary Fig. S2c,d and Table S1). 

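Genes of the response to low oxygen and of glycolysis were higher in male than in female organoids, 25 of 27 higher and 0 lower, with a median of 0.81. Pfkp and Hk1, enzymes of early glycolysis, rose by 1.06 ± 0.12 and 1.49 ± 0.18, the oxidase Ero1l by 1.47 and the angiogenic factor Vegfa by 0.94 (n = 24 each). In male crypts 10 of 27 genes were higher and 3 lower, with a median of 0.11. The oxygen sensor Egln3 rose by 1.18 in male crypts, while Car9 (-0.16), Pdk1 (-0.15) and Hk2 (-0.28) were lower. The gender effect on the list was larger in organoids by 0.608 (adjusted p = 2.65e-09, adjusted p = 0.66 with an estimated correlation).

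**Figure D1:**
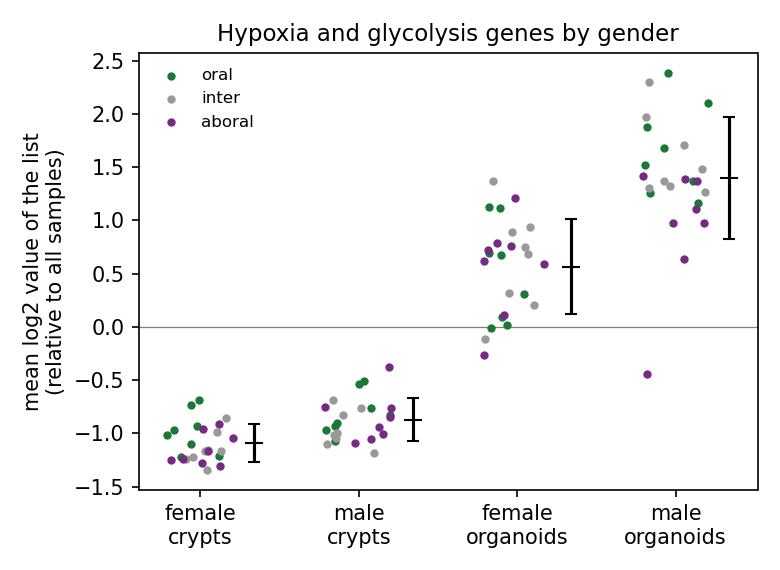
Mean log2 value of the hypoxia and glycolysis list relative to all samples, by gender and sample type, as mean ± SD with a point per sample. Means were -1.09 in female crypts, -0.873 in male crypts, 0.566 in female organoids and 1.40 in male organoids.

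Proliferation genes were lower in male than in female crypts, 22 of 22, with a median of -0.23, and 14 of 22 in organoids, with -0.22. The ribonucleotide reductase Rrm2 was lower by 0.39 ± 0.06 in male crypts and the mitotic kinase Plk1 by 0.35 in male organoids. Stem cell markers were lower in 14 of 14 in male crypts (-0.33) and in 11 of 14 in male organoids (-0.43), with 0 higher in each. Smoc2 fell by 0.38 in male crypts, and Lgr5 by 0.54 in male crypts and 1.01 in male organoids. Genes of lipoproteins and phospholipid efflux were higher in male crypts, 10 of 13 with 0 lower (0.51), among them the phospholipid exporter Abca1 (0.84 ± 0.20) and the apolipoprotein Apoa4 (1.25). In male organoids 6 of 13 were lower and 1 higher (-0.40), with Apoa4 at -1.25 ± 0.25, Abca1 at -0.40 (adjusted p = 0.0966) and the sterol transporter Npc1l1 at 0.64.

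For hypoxia and glycolysis adjusted p was 2.53e-12 in organoids (25 higher adjusted over the list alone, adjusted p = 0.399 with an estimated correlation) and 0.0222 in crypts (13 higher and 3 lower adjusted over the list alone, adjusted p = 0.441 with an estimated correlation). Proliferation had adjusted p = 8.61e-15 in crypts (22 lower adjusted over the list alone, adjusted p = 0.269 with an estimated correlation) and 2.4e-05 in organoids (15 lower adjusted over the list alone, adjusted p = 0.565 with an estimated correlation). Stem cell markers had adjusted p = 1.11e-09 in crypts (14 lower adjusted over the list alone, adjusted p = 0.239 with an estimated correlation) and 5.8e-07 in organoids (11 lower adjusted over the list alone, adjusted p = 0.204 with an estimated correlation). Lipoproteins had adjusted p = 0.000529 in crypts (12 higher adjusted over the list alone, adjusted p = 0.404 with an estimated correlation) and 0.0329 in organoids (7 lower and 1 higher adjusted over the list alone, adjusted p = 0.599 with an estimated correlation). Their gender effect differed by -0.873 between organoids and crypts (adjusted p = 4.7e-05, adjusted p = 0.66 with an estimated correlation). Libraries that may share a mouse were fitted as independent, so the p of these lists may be too small.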

After culture, some gender features were enhanced (cell proliferation regulation, cellular response to hypoxia) and some got lost (phospholipid efflux, oxidation process) therefore implying that some of the differences observed between the in vivo and in vitro were gender-biased. Aging features addressed by PC5 and PC6 were enriched in immune system processes, cellular response and ion transport (Supplementary Fig. S2e,f and Table S1).

**Table 1:** Summary of PC1–PC6 on the indicated biology meaning, characteristics and biology processes enriched significantly from highly-contributing genes of corresponding principal components.

PCs	Biology meaning	Characteristics	Significantly enriched biology processes: GO_BP
PC1	General difference between in vivo and in vitro	Main culture difference	Immune system and immune response Cholesterol biosynthetic process Cholesterol metabolic process Lipid metabolic process Antigen processing and presentation Defence response
PC2	Features determining compartment’s specification	Kept after culture	Metabolic processes Retinoid metabolic process Positive regulation of triglyceride catabolic process Transmembrane transport Regulation of intracellular PH Cholesterol homeostasis
PC3	Features promoting the compartments and regulating the sex differences	Sex-enhanced and compartment-lost features after culture	Regulation of blood vessel size Positive regulation of (cell proliferation/toll-like receptor/mitotic nuclear division/phosphatidylinositol 3-kinase) Cellular response to hypoxia Glycolytic process Cholesterol homeostasis
PC4	Features regulating the sex-specific responses	Sex specific features but working in an opposite way after culture	Lipid metabolic processes Phospholipid efflux Cholesterol homeostasis Response to nutrient Triglyceride homeostasis
PC5	Main features determining aging differences (smoothly reduced in culture)	Aging-specific features which were kept after culture	Immune system process Cell adhesion Antigen processing and presentation Cellular response
PC6	Minor features determining aging differences (smoothly increased in culture)	Aging-specific complex features which have various aging patterns	Sodium ion transport Embryonic skeletal system morphogenesis Integrin-mediated signalling pathway Ion transport Regulation of intracellular PH Lymphocyte homeostasis

Gene set enrichment analysis (GSEA) on PC1-related pathways showed that immune system processes were downregulated in organoids (probably because of the lack of immune cells), while cholesterol biosynthesis pathway was upregulated in vitro (Supplementary Fig. S3a and Table S1). 

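Immune genes fell in organoids across 5 lists. MHC class II genes were lower in 8 of 8 (median -6.68), with H2-Eb1 at -8.50 and their activator Ciita at -6.51 (n = 48 each). T and NK cell markers were lower in 20 of 20 (-6.35), with Cd8a at -8.48 and Cd7 at -8.09. B and plasma cell markers were lower in 10 of 10 (-4.25), myeloid markers in 15 of 15 (-2.55) and interferon response genes in 32 of 32 (-2.85). Igj of secreted immunoglobulins changed by -6.65, the adaptor Tyrobp of myeloid cells by -5.92 and the interferon factor Irf1 by -3.82. Fibroblast markers were lower in 10 of 11 (-3.12), with the collagen Col3a1 at -4.20 and Pdgfra, which did not pass the threshold, at -0.18.

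Cholesterol synthesis genes were higher in 18 of 19 in organoids and 0 lower (median 1.56). Lss, which closes the sterol ring, rose by 2.59 ± 0.07 (adjusted p = 5.6e-55), Sc4mol by 2.2, Acat2 by 2.03 and Nsdhl by 1.82. Ebp did not pass the threshold (-0.10, adjusted p = 0.0986). Hypoxia and glycolysis genes were higher in 25 of 27 and 0 lower (1.89), among them P4ha2 (4.46), Bnip3 (4.13) and Aldoc (3.45 ± 0.10). Serine synthesis genes were higher in 15 of 17 and lower in 1 (2.02), with Psat1 at 3.28, Phgdh at 3.10 and the transporter subunit Slc3a2 at -0.36. Glutathione metabolism was higher in 18 of 21 and lower in 3 (1.11), with Gsta2 at 5.94 and the peroxidase Gpx3 at -1.18. Markers of regenerating epithelium were higher in 11 of 13 and lower in 1 (1.87), with Areg at 5.62, Il1rn at 4.36 and Spp1 at -2.45.

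Counts adjusted over the list alone were the same in each of these lists. Adjusted p was 3.63e-16 for T and NK cell markers, 5.04e-07 for MHC class II, 1.43e-13 for interferon genes, 1.03e-07 for myeloid, 8.26e-05 for B cell and 0.00022 for fibroblast markers. With an estimated correlation adjusted p was 0.289 for B cell, 0.288 for fibroblast and 0.11 for the other 4. Cholesterol synthesis had adjusted p = 1.3e-11, hypoxia and glycolysis 2.91e-12, serine synthesis 1.11e-08, glutathione 2.97e-06 and regenerating epithelium 9.56e-05. Their adjusted p with an estimated correlation was 0.11, 0.156, 0.155, 0.2 and 0.11. The authors state that the immune fall is probably due to the lack of immune cells.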

Retinol metabolic process and oxidation reduction process (PC2) were enriched in oral part of small intestine both in vivo and in vitro (Supplementary Fig. S3b and Table S1). 

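Retinol metabolism genes, which process vitamin A, were lower in the aboral compartment in vivo and in vitro. In crypts 14 of 19 were lower and 3 higher (median -0.70, adjusted p = 0.000208, 14 lower adjusted over the list alone, adjusted p = 0.401 with an estimated correlation). In organoids 14 of 18 were lower and 2 higher (-0.99, adjusted p = 2.83e-08, 15 lower and 2 higher adjusted over the list alone). The alcohol dehydrogenase Adh1 was lower by 3.87 ± 0.18 in aboral crypts and 4.20 ± 0.19 in aboral organoids (n = 16 each, adjusted p = 2.8e-18 and 8.27e-18). Adh4 changed by -4.59 and -4.64 and the retinol-binding protein Rbp2 by -4.03 in each. Rdh1, a retinol dehydrogenase, went the other way by 3.63 in crypts and 2.77 in organoids. Plb1, which releases retinol from its esters, was higher in aboral crypts and did not pass the threshold in organoids (0.48). Retsat was lower by 0.93 in aboral organoids and Lrat higher by 0.34.

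The compartment effect on this list differed by -0.078 between organoids and crypts (adjusted p = 0.663). Between organoids and crypts themselves 6 of 20 retinol genes were higher and 10 lower (-0.35, adjusted p = 0.836, 6 higher and 10 lower adjusted over the list alone), with Scarb1 at 4.68, Bcmo1 at 2.63 and Dhrs3 at -1.70.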

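MHC class II genes rose with age in crypts, 7 of 8 higher and 0 lower, with a median of 2.2 (adjusted p = 2.08e-10, 7 higher adjusted over the list alone, adjusted p = 0.356 with an estimated correlation). Cd74, the invariant chain of MHC class II, rose by 2.36, from 8951 ± 8022 (SD) normalized counts in young crypts to 32250 ± 16140 in old crypts (n = 24 each; chr 18: 60963502-60972300). H2-Aa rose by 2.79 ± 0.32, from 1779 ± 1676 to 9582 ± 7033, H2-DMb1 by 2.61 ± 0.31, H2-Eb1 by 2.26 and H2-Ab1 by 2.15. MHC class I presentation genes were higher in 15 of 18 and lower in 0, with a median of 0.40 (adjusted p = 2.08e-10, 15 higher and 1 lower adjusted over the list alone, adjusted p = 0.442 with an estimated correlation). The immunoproteasome subunit Psmb8 rose by 1.63 ± 0.15 and the peptide transporters Tap1 and Tap2 by 1.13 and 0.99. Interferon response genes were higher in 17 of 32 and lower in 0, with a median of 0.31 (adjusted p = 5.55e-06, 19 higher adjusted over the list alone, adjusted p = 0.619 with an estimated correlation). Igtp (1.45), Irgm2 (1.23), Zbp1 (1.04) and Ifi47 (0.74) rose among them. T and NK, myeloid and B cell markers were higher in old crypts in 5 of 20, 7 of 15 and 2 of 10, with medians of 0.43, 0.53 and 0.47 (adjusted p = 0.865, 0.58 and 0.885 with an estimated correlation).

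**Figure D2:**
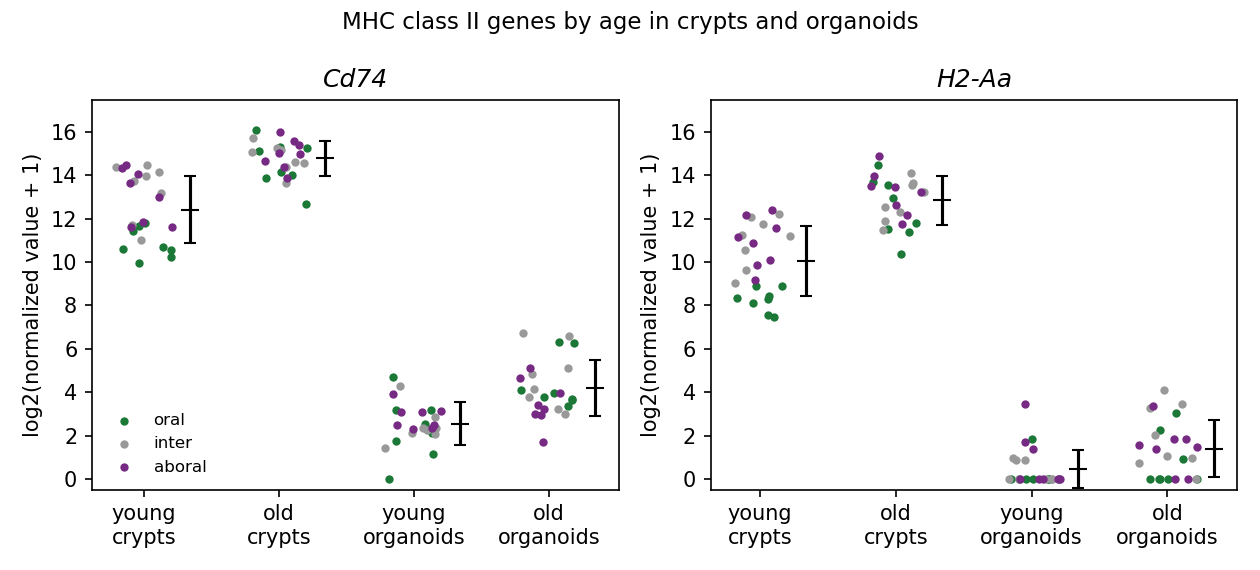
Log2 normalized counts of Cd74 and H2-Aa by age and sample type, with a point per sample and mean ± SD. Mean normalized counts of Cd74 were 6.31 in young and 26.8 in old organoids, and of H2-Aa 0.797 and 3.01.

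The age effect was smaller in organoids by 1.23 for MHC class II (adjusted p = 7.4e-06, adjusted p = 0.328 with an estimated correlation) and by 0.331 for MHC class I (adjusted p = 2.14e-05, adjusted p = 0.328 with an estimated correlation). Within crypts the MHC class II list had medians of 4.07, 2.81 and 3.46 in male oral, inter and aboral crypts and of 2.56, 0.00931 and 0.348 in female ones (n = 4 each, limma), where the last 2 had adjusted p = 0.944 and 0.0857. Whether the rise differed between the genders was not tested. For interferon genes the age effect of organoids differed from that of crypts by -0.129 (adjusted p = 0.0739). H2-Aa lay close to the detection limit in organoids, where changes on this scale are compressed. The p of age may be too small, since libraries that may share a mouse were fitted as independent.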

Interestingly, immune-related pathways in aging (PC5) were upregulated in old crypts, but decreased their enrichment after culture (Supplementary Fig. S3c and Table S1) indicating a cell-extrinsic origin of the factors driving these dysregulations in aging.

All together these results indicate that in vitro culturing strongly affects the transcriptional profile of intestinal epithelial cells, especially for genes whose transcriptional regulation is driven by cell-extrinsic factors as for example genes belonging to the immune response or metabolic biosynthesis pathways. However, intestinal organoids conserved some transcriptional differences coming mainly from diverse compartments, but also, to minor extent, from gender and age suggesting that cell-intrinsic factors, probably sustained by specific epigenetic programs^14^, can regulate these condition-specific gene pathways regulation.

## Cell population analysis revealed higher proportion of stem/TA cells in vitro than in vivo

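Markers of stem cells from the study's single cells were higher in organoids in 74 of 110 and lower in 24 (median 0.40). Markers of TA cells were higher in 123 of 221 and lower in 51 (0.14). Late enterocyte progenitor markers were lower in 179 of 232 and higher in 36 (-0.78), enterocyte markers lower in 181 of 235 and higher in 37 (-0.80). Paneth cell markers were lower in 26 of 36 and higher in 6 (-1.18), and goblet cell markers lower in 117 of 184 and higher in 52 (-0.38). Enteroendocrine markers were higher in 63 of 123 and lower in 42 (0.17), tuft cell markers lower in 50 of 93 and higher in 30 (-0.14), and early progenitor markers lower in 12 of 30 and higher in 10 (0.01). Lgr5, the receptor that marks crypt base stem cells, rose by 1.89 ± 0.10, from 1349 ± 520 (SD) to 5272 ± 2570 normalized counts (n = 48 each, adjusted p = 1.43e-33). Olfm4, a secreted stem cell marker, did not pass the threshold (0.06 ± 0.11, means 80878 and 98098, adjusted p = 0.611) and was higher in 7 of 12 strata. In a separate list of stem cell markers 10 of 14 were higher and 0 lower (0.67), among them Tnfrsf19 (1.55) and Igfbp4 (1.29).

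Counts adjusted over the list alone were the same. Adjusted p was 8.22e-07 for stem, 0.00129 for TA, 7.24e-09 for late progenitor, 2.49e-07 for enterocyte, 5.56e-05 for Paneth and 0.00558 for goblet cell markers, and 0.000416 for the separate stem list. With an estimated correlation adjusted p was 0.251, 0.65, 0.375, 0.497, 0.365, 0.42 and 0.288 in the same order. It was 0.068 for enteroendocrine, 0.571 for tuft and 0.612 for early progenitor markers at the preset correlation. The single cells came from the same study, so the direction of these sets is not independent of it. Enrichment scores from fgsea were 0.511 for stem (adjusted p = 9.5e-07), 0.325 for TA (0.00278), -0.581 for late progenitors (4.32e-08), -0.547 for enterocytes (9.5e-07) and -0.744 for Paneth cells (1.68e-05). They were -0.382 for goblet (0.204), 0.281 for enteroendocrine (0.18), -0.318 for tuft (0.647) and -0.657 for early progenitor markers (0.00923).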

By conducting GSEA with typical gene markers from epithelial cell types, we found that markers of undifferentiated cell types (stem cell and TA cell) were dominantly enriched in organoids, while markers of differentiated cell types (either enterocyte or secretory lineage) were enriched in crypts (Fig. 2a and Table S2). Previous research^15^ already compared the cell composition in long-term cultured intestinal organoids by measuring relative mRNA expression of differentiated cells’ markers (Muc2 for goblet cells, ChgA for enteroendocrine cells, Alp for enterocytes, and Lyz1 for Paneth cells). It was observed that the expression of these markers in organoids was significantly less than in crypts, consistently with our observations. In addition, we performed the validation of two ISC markers (Lgr5 and Olfm4) and we found that the expression of these two markers was elevated pronouncedly after long-term culture (Fig. 2b). This suggested that organoids have different cell population composition from in vivo crypts, resulting in a less differentiated state in vitro than in vivo. 

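Muc2, the gel-forming mucin of goblet cells, fell by 2.95 ± 0.09 in organoids, from 51760 ± 32158 (SD) to 6272 ± 3245 normalized counts (n = 48 each; chr 7: 148876268-148940595). Lyz1, the lysozyme of Paneth cells, fell by 2.96 ± 0.10, from 291526 ± 114690 to 38116 ± 15780 (chr 10: 116724852-116729924). Chga, a granule protein of enteroendocrine cells, fell by 0.60 ± 0.07, from 4462 ± 1358 to 2961 ± 991 (adjusted p = 3.22e-14). Alpi, the brush border alkaline phosphatase, fell by 1.24 ± 0.18, from 9044 ± 7584 to 5485 ± 7183 (adjusted p = 2.2e-09), and was lower in 10 of 12 strata. Goblet cell genes, Muc2 included, were lower in 11 of 11 with a median of -1.08, with Zg16 at -4.86 and Ccl6 at -3.16. Paneth cell genes were lower in 15 of 16 and higher in 1 (-1.77), with Defa3 at -2.95, the antimicrobial Ang4 at -2.22 and Nupr1 at 0.79. Enterocyte genes were lower in 19 of 20 and higher in 0 (-1.31), with lactase (Lct) at -5.33, the peptidase Anpep at -3.83 and the peptide transporter Slc15a1 at -3.44. Sucrase (Sis) did not pass the threshold (-0.23).

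Adjusted p was 7.81e-05 for goblet, 9.2e-06 for Paneth and 0.000133 for enterocyte genes. With an estimated correlation adjusted p was 0.11, 0.289 and 0.365. Counts adjusted over the list alone were the same. Defensins are close paralogs, so the level of any of them is uncertain. The authors propose that organoids are in a less differentiated state than crypts.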

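The single-cell table held 7014 cells in 9 types. Early enterocyte progenitors numbered 1692, stem cells 1624, TA cells 1601 and late enterocyte progenitors 990. Goblet cells numbered 425, enterocytes 336, enteroendocrine cells 131, Paneth cells 128 and tuft cells 87. Each cell had been scaled by the authors to the median total, and the table gives no age or mouse of a cell, so it counts as 1 sample. The signature held 2848 genes, of which 2542 were in the bulk table and 2536 in the matched bulk libraries. The matched bulk consisted of 1 young and 1 old library, and 3 mixtures had been simulated from the cells.

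Cell type shares were estimated here from the deposited signature by nu-support vector regression with a linear kernel. The nu of 0.25, 0.5 or 0.75 with the smallest error was kept, negative weights were set to 0, and weights were scaled to sum to 100%. Shares of a sample are tied to each other by that sum. Immune and stromal cells were not among the 9 types, so their RNA is assigned to epithelial types.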

We tried to deconvolute cell population in each condition with CIBERSORTx^16^ based on the composition feature model trained from cell type transcriptome profile of single cell data. This cell population deconvolution method was validated to be robust to predict cell population composition from bulk RNA-seq data. 

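Tuft cells, set to 34% of the third simulated mixture, were estimated at 35.4%, and enterocytes, set to 30% of the second, at 29.9%. Stem cells at 30.2% of the first mixture were estimated at 23.3%. Early enterocyte progenitors, 40% of the third mixture, were estimated at 23.1% and TA cells, set to 1%, at 13.2%. In the matched young bulk library stem cells at 26.5% of the single cells were estimated at 31.7%, TA cells at 24.4% were estimated at 35.1% and late enterocyte progenitors at 11.2% were estimated at 3.20%. In the old library late enterocyte progenitors at 14.6% were estimated at 25.9% and stem cells at 15.1% were estimated at 18.9%. Rare mature types were underestimated in the matched bulk: enterocytes at 2.92% in the young and 5.91% in the old library were estimated at 0% and 0.308%, and goblet cells at 3.81% and 7.34% at 1.71% and 2.40%.

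Squared Pearson correlation was 0.856 over 27 simulated shares (0.913, 0.979 and 0.789 in the 3 mixtures). It was 0.918 over 18 matched bulk shares (0.937 young, 0.908 old). No p is given, because shares within a mixture are not independent.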

We demonstrated that detected cell-type composition in this method had a high correlation with actual cell-type composition in both simulated data (R^2^ = 0.86, Fig. 2c and Supplementary Table S2) and real-world data (R^2^ = 0.92, Fig. 2d and Supplementary Table S2) where the actual cell type composition in real-world data was identified by single cell RNA sequencing (Supplementary Table S2). 

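Stem cells were estimated at 27.4 ± 4.31% (SD) of organoids and 9.37 ± 5.10% of crypts (n = 48 each). TA cells, the dividing daughters of stem cells, were estimated at 32.8 ± 5.76% and 11.8 ± 6.87%. For each of these types the permutation adjusted p was 2.25e-05, as small as the resamples allow. With non-negative least squares stem cells differed by 2.22 between organoids and crypts. The fit correlated with the bulk values by 0.509 to 0.795 in crypts. In organoids it did so by 0.263 to 0.569, apart from 0.770 in replicate 3 of young male oral organoids. The known shares were those of crypt cells, so they do not test the estimates in organoids.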

Cell population of stem and TA increased pronouncedly in vitro in contrast with in vivo, which is consistent with undifferentiated cells enriched eminently in organoids from cell-type GSEA results. 

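Late enterocyte progenitors were estimated at 4.70 ± 5.52% (SD) of organoids and 29.5 ± 11.8% of crypts, and enterocytes at 3.72 ± 5.73% and 11.9 ± 11.6% (n = 48 each). Paneth cells, which secrete antimicrobial peptides, were at 2.01 ± 0.713% and 5.69 ± 2.12%, and mucus-secreting goblet cells at 2.48 ± 1.40% and 3.55 ± 1.56%. Enteroendocrine cells were the differentiated type with a higher estimate in organoids, 0.301 ± 0.209% against 0.153 ± 0.117%. Early enterocyte progenitors were at 26.6 ± 2.83% and 28.0 ± 4.96%, and tuft cells at 0.0484% and 0.0577%.

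Permutation adjusted p was 2.25e-05 for late progenitors and Paneth cells, 4.5e-05 for enterocytes, 0.000913 for goblet and 3.6e-05 for enteroendocrine cells. It was 0.106 for early progenitors and 0.709 for tuft cells. The SD of late progenitor and enterocyte shares in organoids exceeded their means.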

Meanwhile, organoids comprised much less population of late enterocyte progenitor, enterocyte, goblet and Paneth than those in vivo (Fig. 2e and Supplementary Table S2). It specified in details that cell population composition had changed notably from in vivo to in vitro. The cell composition in organoids is probably the result of the specific culture conditions that may favor expansion of stem and TA cells at the expense of the differentiated cells. However, since appropriate composition of different cell types and their homeostasis in vivo makes intestinal epithelium play its role normally (absorb nutrients, respond to microbes, function as barrier and help to coordinate immune response)^10^, the shift in cell population composition in vitro may be relevant for functional experiments.

**Figure 2:**
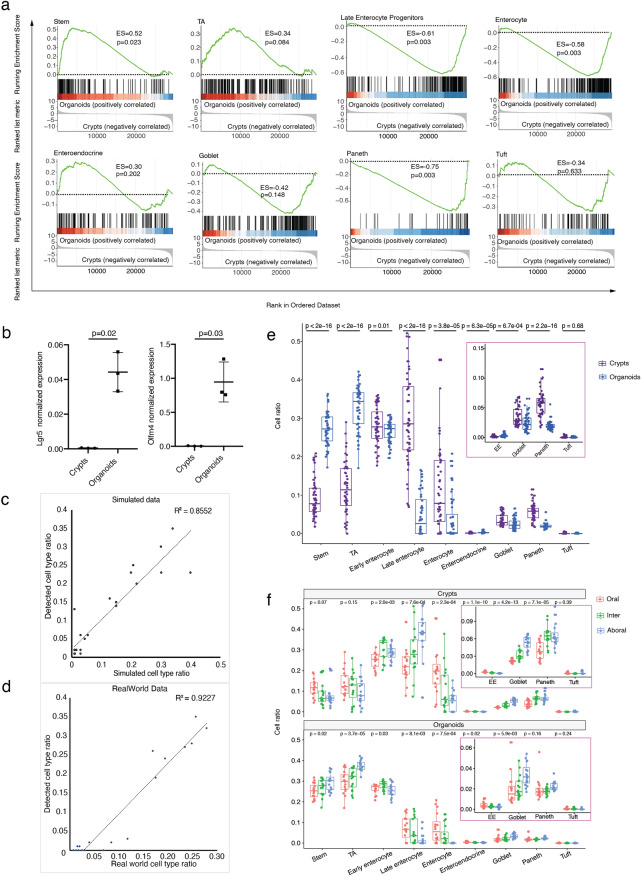
Cell population composition in all the conditions illustrated higher proportion of stem/TA cells in vitro than those in vivo. (**a**) Gene set enrichment analysis (GSEA) between crypts and organoids with intestine epithelial cell-type markers (Stem cell, TA cell, Late enterocyte progenitors, Enterocyte, Enteroendocrine, Goblet, Paneth, Tuft). The enrichment score (ES) reflects the degree to which the genes in a gene set are overrepresented at the top or bottom of the entire ranked list of genes. p-value was calculated using permutation test and was adjusted for multiple comparison by method of “BH” (Benjamini–Hochberg correction). (**b**) Quantitative real-time polymerase chain reaction analysis of relative mRNA expression of stem cell markers (Lgr5 and Olfm4). p-value was calculate using paired two tailed t test. (**c**, **d**) Scatter plot of validation of cell type deconvolution method (CIBERSORTX) on bulk RNA-seq data in simulated data (B) and real-world data (C). R^2^ was performed by Pearson correlation. Feature model was trained by single cell RNAseq (scRNAseq). Simulated data was generated by feature model. Cell type composition in real-world data was defined by single cell RNA-seq. (**e**) Box plot of cell type ratio by group of crypts and organoids (EE: Enteroendocrine). p-value was calculated by Welch’s two-tail t-test. (**f**) Box plot of cell type ratio by group of compartment (EE: Enteroendocrine). p-value was calculated by one-way anova test.

Contrasting intestinal environments (intestinal lumen and lamina propria) along intestinal compartments, have been shown to modulate local cell composition of the intestinal epithelium in order to perform different absorptive, secretory, and antigen- or immune- responding functions^17,18^. 

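In crypts enterocytes were estimated at 20.3 ± 12.1% (SD) in the oral, 10.6% in the inter and 4.89 ± 5.06% in the aboral compartment (n = 16 each). Goblet cells rose from 2.17 ± 0.282% over 3.17% to 5.30 ± 1.2%, and Paneth cells from 3.94 ± 1.52% over 6.51% to 6.61 ± 2.03%. In organoids enterocytes fell from 7.27 ± 7.24% over 3.88% to 0.011 ± 0.0438%, and goblet cells rose from 1.93 ± 1.54% over 2.15% to 3.36 ± 1.13%. Paneth cells in organoids were at 1.97 ± 1.07% oral, 1.78% inter and 2.27 ± 0.46% aboral. Enteroendocrine cells were at 0.419% in oral and 0.234% in aboral organoids.

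Marker genes moved with these shares. Goblet cell genes were higher in 10 of 11 in aboral crypts and 0 lower (median 1.17, adjusted p = 6.54e-09, 10 higher adjusted over the list alone), with the hormone Guca2a at 2.29, Muc2 at 1.99 and the secretory factor Atoh1 at 1.32. In aboral organoids 6 of 11 were higher and 0 lower (0.53, adjusted p = 0.000129, 7 higher adjusted over the list alone, adjusted p = 0.118 with an estimated correlation). Paneth cell genes were higher in 15 of 16 in crypts and 0 lower (1.38, adjusted p = 8.13e-11, 16 higher adjusted over the list alone, adjusted p = 0.239 with an estimated correlation). In organoids 10 of 16 were higher and 0 lower (0.80, adjusted p = 2.89e-07, 10 higher adjusted over the list alone, adjusted p = 0.244 with an estimated correlation). The protease Mmp7, which activates defensins, rose by 1.51 in aboral organoids. Enterocyte genes were lower in 12 of 20 in aboral crypts and higher in 1 (-1, adjusted p = 0.00103, 12 lower adjusted over the list alone, adjusted p = 0.678 with an estimated correlation), with the glucose transporter Slc2a2 at -4.06 and Mgam at 0.35. In organoids 13 of 20 were lower and 1 higher (-1.11, adjusted p = 6.28e-08, 13 lower and 2 higher adjusted over the list alone, adjusted p = 0.244 with an estimated correlation), with Alpi at -3.41.

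Permutation adjusted p between aboral and oral was 3e-05 for enterocytes and goblet cells and 0.000337 for Paneth cells in crypts. In organoids it was 9e-05 for enterocytes, 0.0102 for goblet, 0.0382 for enteroendocrine and 0.406 for Paneth cells. Without replicate 3 of young male oral organoids, oral Paneth cells were at 1.73 ± 0.47% (permutation adjusted p = 0.00547) and the enteroendocrine permutation adjusted p was 0.0648.

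The compartment effect was weaker in organoids for goblet genes by 0.561 (adjusted p = 0.0019, adjusted p = 0.29 with an estimated correlation) and Paneth genes by 0.725 (adjusted p = 4.88e-06, adjusted p = 0.438 with an estimated correlation). It differed by -2.37 for the Paneth cell share (permutation adjusted p = 0.00619), by -1.71 for the goblet share (0.0591) and by 8.10 for the enterocyte share (0.117). Permuting compartments within a sample type keeps their difference in the spread, so the last 2 p do not show these effects unchanged.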

Interestingly, our data showed that enterocyte cells decreased, while goblet and Paneth cells increased from oral to aboral compartment and these features were maintained in vitro (Fig. 2f and Table S2). In contrast, the oral-to-aboral ratio had an inverted trend in regard to Stem, TA and late enterocyte progenitors between in vivo and in vitro conditions (Fig. 2f). This suggests that compartment-associated cell composition differences may be driven by both cell intrinsic factors and external environmental influences.

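Late enterocyte progenitors were higher in aboral than in oral crypts (37.2 ± 10.9% (SD) against 22.5 ± 8.22%) and lower in aboral than in oral organoids (1.45 ± 2.96% against 7.18 ± 5.59%, n = 16 each). Stem cells were lower in aboral crypts (8.03 ± 5.25% against 11.7 ± 4.22%) and higher in aboral organoids (29.6 ± 4.22% against 25.4 ± 3.69%). TA cells were lower in aboral crypts (9.38 ± 6.23% against 14.2 ± 6.45%) and higher in aboral organoids (37.5 ± 2.65% against 29.5 ± 5.68%). Early enterocyte progenitors were at 28.5 ± 3.81% in aboral and 24.9 ± 3.93% in oral crypts, and at 25.5% and 26.3% in organoids.

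In crypts permutation adjusted p was 0.00036 for late progenitors, 0.0449 for stem, 0.0449 for TA and 0.0196 for early progenitors. In organoids it was 0.0033, 0.0102, 9e-05 and 0.462. The compartment difference changed between organoids and crypts by -20.5 for late progenitors (permutation adjusted p = 9e-05), 7.98 for stem (0.00162), 12.8 for TA (9e-05) and -4.36 for early progenitors (0.0255). With non-negative least squares stem cells were higher in aboral crypts, by 2.23, and late progenitors in organoids differed by 0. The authors propose that cell intrinsic factors and external influences both drive these compartment differences.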

### Meta-analysis of biological features (compartment, gender and aging) revealed how biology features changed in culture

The fluctuation of cell population composition in culture may initiate some further functional changes in the organoids, making the in vitro model a different system from in vivo. In this perspective, it required a further detailed functional investigation on the organoids in comparison with crypts. In this study, we proceeded meta-analysis to compare the pathways between in vivo and in vitro in the views of compartment, gender and aging. Differentially expressed genes (DEGs) were defined for each biological feature in a way of meta-analysis (Fig. 3a) or individual analysis (Supplementary Fig. S4a). In vivo, we found compartment had the most DEGs, and overlapped the most between in vivo and in vitro (Fig. 3a, Supplementary Fig. S4b and Table S3) confirming the results from Fig. 1 where PC2-associated compartment-driven variance was maintained between in vivo and in vitro conditions. 

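Between aboral and oral crypts 8868 of 16469 genes passed the threshold, 4827 higher and 4041 lower in the aboral compartment (n = 16 each). In organoids 4709 of 15845 passed it, 2367 higher and 2342 lower. A change of at least 1 was found for 1873 genes in crypts and 1330 in organoids. Genes such as Fabp6, Slc10a2 and Pdx1 were among the 3259 that passed it in each, 36.8% of the crypt genes, and 3024 of these moved in the same direction (1198 expected by chance). A further 5609 passed it in crypts alone and 1450 in organoids alone. Fold changes in crypts and organoids had a Pearson correlation of 0.734 and a Spearman correlation of 0.531 across genes.

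The compartment effect itself differed between organoids and crypts for 3418 of 17189 genes. With TMM factors 4343 were higher and 4700 lower in aboral crypts. In organoids 1 library weighed on the count: without replicate 3 of young male oral organoids 6142 genes passed the threshold. B cell and fibroblast markers were also higher in aboral crypts, by medians of 2.86 and 2.72 (adjusted p = 0.401 for each with an estimated correlation).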

With respect to compartment and aging, more in vitro specific DEGs were identified when comparing male vs female mice especially if old (Fig. 3a, Supplementary Fig. S4c and Table S3). This can explain the gender features in PCA analysis (Fig. 1d,e), which identified two main gender-related principal components (PC3 and PC4). Among these two principle components, PC4 represented a reversed gender feature between in vivo and in vitro. 

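Pgc, a pepsinogen, was lower by 3.60 ± 0.27 in male than in female organoids, Fam20c by 2.71, the inositol transporter Slc5a11 by 2.19, the urea transporter Slc14a1 by 2.08 and Msln by 2.00 (n = 24 each). Wdr65 (2.54), the lipoxygenase Alox12b (2.25), Atp8b5 (2.02) and the glycogen-binding Stbd1 (1.97) were higher in male organoids. In male crypts Tmigd1 (1.98 ± 0.27), Cyp2c55 (1.94), the butyrate transporter Slc5a8 (1.90), Susd2 (1.86) and the sphingomyelinase Enpp7 (1.81) were higher. Nrn1 (-1.55), Slc1a2 (-1.43), Ddo (-1.24), Mid1 (-1.16) and Slc14a1 (-1.13) were lower in male crypts. Y-linked genes were higher by a median of 10.51 in male crypts and organoids, 4 of 4 with 0 lower (adjusted p = 9.85e-47 in crypts, 4 adjusted over the list alone). Xist and the X-linked genes that escape inactivation were lower in 5 of 5, by a median of -0.81 in crypts (adjusted p = 1.07e-18) and -0.46 in organoids (5.44e-07, 5 lower adjusted over the list alone in each).

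The threshold was passed by 5710 of 16647 genes in crypts, 3335 higher and 2375 lower in male mice, and by 6545 of 16008 in organoids, 3421 higher and 3124 lower. With TMM factors the crypt genes were 2695 higher and 3330 lower, and the organoid genes 3118 higher and 3513 lower. A change of at least 1 was found for 365 genes in crypts and 610 in organoids. The genders shared 2338 genes between crypts and organoids (40.9% of the crypt genes), 1667 in the same direction (1056 expected by chance) and 671 in opposite directions. Another 3372 genes passed it in crypts alone and 4207 in organoids alone, with a Pearson correlation of 0.386 and a Spearman correlation of 0.191 between the fold changes across genes. The gender effect differed between organoids and crypts for 5612 of 17371 genes, and for 3218 with a random block for mouse, a setting chosen after the data were seen.

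Each small intestine gave 3 compartments, so the 24 samples of a gender may come from fewer mice. With the mean per mouse 1539 genes passed the threshold in crypts and 3906 in organoids. Without replicate 3 of young male oral organoids 8390 passed it in organoids.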

DEGs during aging in crypts are the least compared to compartment and gender and are even fewer when we calculated them in organoids (Fig. 3a, Supplementary Fig. S4d and Table S3) indicating that aging-induced transcriptional alterations are mainly lost when intestinal epithelial cells are taken out from the in vivo environment.

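Ddr2, a receptor for collagen, rose by 4.05 ± 0.25 in old crypts, from a mean of 10.3 to 193 normalized counts (n = 24 each; chr 1: 171902439-172040632). BC064078 (3.33), the immunoglobulin gene Ighg (3.06), the lymphocyte receptor Cd6 (2.1), Serpinb5 (2.04), the ubiquitin-like Ubd (2.03) and the lectin Mbl2 (1.98) rose as well. Rps4y2 fell by 4.41 in old crypts (784 to 44.0), the peptide transporter Slc15a2 by 2.73, the imprinted gene Peg3 by 2.58, the neurite factor Nrn1 by 2.44, Tceal8 by 2.16 and Fras1 by 2.1. Afp (-1.78), Celf5 (-1.52) and Lgr5 (-0.68) fell too. In old organoids Cnpy1 (2.38), the antiviral Ifitm3 (2.26), Parp3 (1.89), the glutamate transporter Slc1a3 (1.78), Mid1 (1.64) and the integrin Itgam (1.61) rose. Rps4y2 (-5.93), the imprinted growth regulator Grb10 (-3.69), the nucleoside transporter Slc28a2 (-2.88), Peg3 (-2.68), Nrn1 (-2.46) and Ptprn (-2.15) fell in old organoids.

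In crypts 3672 genes passed the threshold, 2118 higher and 1554 lower in old mice, and in organoids 866, 450 higher and 416 lower. Crypts and organoids shared 401 genes, 10.9% of the crypt genes, and 383 of these moved in the same direction (87 expected by chance). A further 3271 genes passed it in crypts alone and 465 in organoids alone, with a Pearson correlation of 0.49 between the fold changes across genes. Their Spearman correlation was 0.00145, so the ranks of most genes were unrelated. The age effect differed between organoids and crypts for 1431 of 17371 genes, and for 221 with a random block for mouse, a setting chosen after the data were seen. The authors state that aging-induced alterations are mainly lost outside the in vivo environment.

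The 24 samples of an age may come from fewer mice, since each small intestine gave 3 compartments. With the mean per mouse 951 genes passed the threshold in crypts and 335 in organoids.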

**Figure 3:**
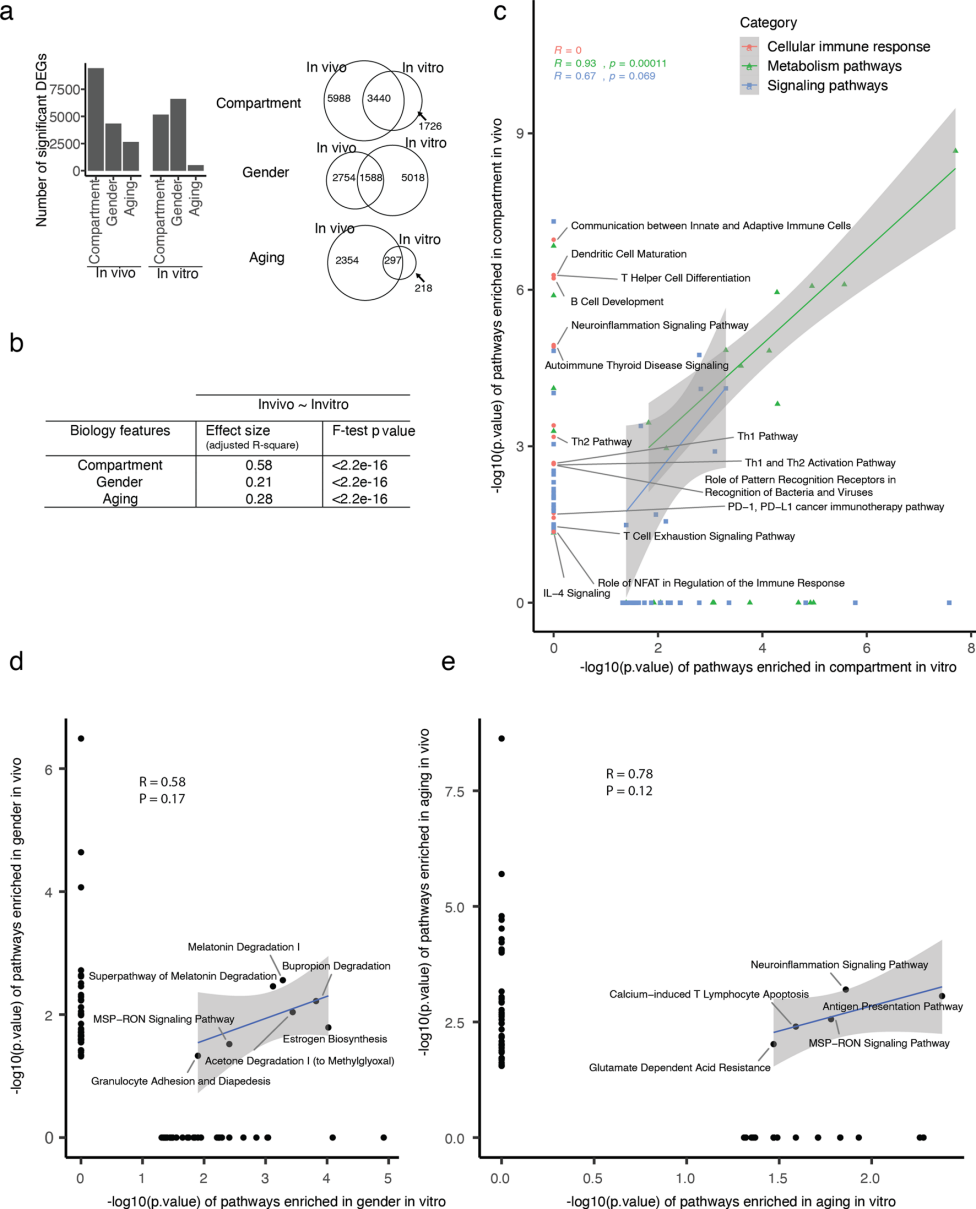
Meta-analysis on specific biology features (compartment, gender, aging) respectively revealed how biology features changed in culture. (**a**) Bar charts indicating the number of significantly differentially expressed genes (DEGs) found in different conditions (compartment, gender, aging) from in vivo and in vitro (left panel). Venn diagrams of the DEGs in the indicated conditions as in the left panel between in vivo and in vitro. (**b**) Table of effect size of in vitro representing in vivo defined by simple linear regression model. Effect size was defined by the adjusted coefficient of determination (adjusted R^2^) of the linear model. F-test p-value was used to evaluate the linear model on our data. (**c**–**e**) Scatter plot between in vivo and in vitro on the enriched pathways in different conditions: compartment (**c**), gender (**d**) and aging (**e**), indicating most biology features got lost after culture. Pathways clustered together were summarized in super categories. Coefficient (R) and p-value were calculated by method of “pearson” correlation. See also Supplementary Figs. S4–S8.

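Fold changes of compartment genes in organoids accounted for an adjusted R2 of 0.366 of those in crypts over 10318 genes, with a slope of 0.72. For gender it was 0.101 over 9917 genes (slope 0.25) and for aging 0.21 over 4137 genes (slope 0.612). A fold change was set to 0 in the sample type where the gene did not pass the threshold. Fabp6 and the other bile acid genes of the aboral compartment are examples of genes with large values in each sample type.

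Without setting any fold change to 0 the adjusted R2 was 0.562 for compartment, 0.166 for gender and 0.406 for aging. No p is given, since genes are not independent of each other.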

Linear model analysis on DEGs showed in vitro compartment features represented 58% to those in vivo, while it is 21% in gender and 28% in aging (Fig. 3b). The least effect size for gender in culture could be explained by the most in vitro specific gender features. Some transcriptional features associated respectively with compartment, aging and gender were still kept after culture, with compartment had the most features kept after two weeks culturing, followed by aging and finally gender. Functional enrichment analysis demonstrated that compartment differences in vivo were enriched in cellular immune response, signaling pathways, and metabolism pathways (Supplementary Fig. S5a and Supplementary Table S3). After culture, most pathways of compartment-related cellular immune response got lost (Fig. 3c, red dots), while signaling and metabolism pathways were kept with a similar enrichment (Fig. 3c, blue and green dots, Supplementary Fig. S5b and Table S3). These data suggest that cellular immune response pathways like T-helper or B-cells related pathways could be working differently between oral and aboral parts because of interaction with different bacterial or viral antigens in different compartments and these interactions are lost in the culture condition.

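B and plasma cell markers were higher in aboral than in oral crypts, 10 of 10 with 0 lower and a median of 2.86 (adjusted p = 4.54e-05, 10 higher adjusted over the list alone, adjusted p = 0.401 with an estimated correlation). Ms4a1 (CD20) rose by 3.11, the receptor chain Cd79a by 3.22, the kinase Blk by 3.54 and the coactivator Pou2af1 by 2.48 (n = 16 each). Fibroblast markers were higher in 9 of 10 and lower in 0 (2.72, adjusted p = 0.000654, 9 higher adjusted over the list alone, adjusted p = 0.401 with an estimated correlation), with the collagens Col6a1 at 3.10 and Col3a1 at 3.09. The compartment effect was smaller in organoids by 2.72 for B and plasma cell markers (adjusted p = 2.15e-10, adjusted p = 0.128 with an estimated correlation). For fibroblast markers it was smaller by 2.50 (adjusted p = 1.44e-07, adjusted p = 0.128 with an estimated correlation) and for MHC class II genes by 1.39 (adjusted p = 0.00221, adjusted p = 0.438 with an estimated correlation). From crypts to organoids these lists changed by medians of -4.25, -3.12 and -6.68, and low values compress changes on this scale. The smaller effects thus cannot be told apart from the low level of these genes in organoids.

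The authors propose that B cell and T helper pathways work differently along the intestine through contact with different antigens. Immune cell numbers were not measured in these samples.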

Gender and aging related differences were rather changing upon culturing. Gender differences in vivo were enriched in cellular immune response (e.g. T helper related pathways, antigen presentation pathways, antiviral response) and signaling pathways (Supplementary Fig. S6a and Table S3). 

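T and NK cell markers were higher in male than in female crypts, 20 of 20 with 0 lower and a median of 1.02 (adjusted p = 6.85e-11, 20 higher adjusted over the list alone, adjusted p = 0.403 with an estimated correlation). The coreceptor Cd4 rose by 1.36, the activation marker Cd69 by 1.31, the signaling kinase Zap70 by 1.12 and the leukocyte phosphatase Ptprc by 1.03 (n = 24 each). The RNA sensor Tlr7 (0.97), the cytokine Tgfb1 (0.68), the kinase Fyn (0.54, adjusted p = 0.000553) and Stat3 (0.43) were higher in male crypts. Ifng (0.81, adjusted p = 0.0607) and Tnf (0.34, adjusted p = 0.238) did not pass the threshold. Enterocyte genes were higher in 12 of 20 and lower in 0 in male crypts (0.49, adjusted p = 0.000198, 12 higher adjusted over the list alone, adjusted p = 0.441 with an estimated correlation), with Treh at 1.03, Anpep at 0.72 and Dpp4 at 0.52.

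In organoids the gender effect on T and NK cell markers was smaller by 1.03 (adjusted p = 1.06e-08, adjusted p = 0.66 with an estimated correlation). These markers changed by a median of -6.35 from crypts to organoids, and low values compress changes on this scale. The smaller effect thus cannot be told apart from their low level in organoids. Lymphocytes within the crypts and changes within a cell cannot be told apart in bulk libraries. The p of gender may be too small, since libraries that may share a mouse were fitted as independent.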

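Serine synthesis and amino acid stress genes were higher in male than in female organoids, 13 of 17 with 0 lower and a median of 0.40 (adjusted p = 3.72e-05, 13 higher adjusted over the list alone, adjusted p = 0.464 with an estimated correlation). Trib3 rose by 1.23, the stress factors Ddit3 and Atf4 by 0.81 and 0.47, and the folate enzyme Mthfd2 by 0.66 (n = 24 each). Fyn was lower by 0.48 in male organoids (adjusted p = 9.83e-05) and the cytokine Tnf by 1.00 (adjusted p = 0.000266). Olfm4 (-1.27) and Lyz1 (-0.82) were lower in male organoids and Muc2 (0.72) higher.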

Gender-related pathways related to metabolism pathways, cytokine-related signaling pathways (Interleukin signaling, NF-kB signaling) and MAPK signaling dramatically changed after culture (Fig. 3d, Supplementary Fig. S6b and Table S3). Aging differences in vivo were enriched in cellular immune response (antigen presentation pathways, T-cell related and B-cell related pathways), amino acid metabolism (glutamate degradation, glycine betaine degradation, methionine salvage II) and immune signaling response (interleukin signaling, interferon induction, HMGB1 signaling) (Supplementary Fig. S7a and Table S3). 

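T and NK cell markers were higher in 5 of 20 and lower in 0, with a median of 0.43 (adjusted p = 0.00188, 5 higher adjusted over the list alone, adjusted p = 0.865 with an estimated correlation). Cd4 rose by 1.94 ± 0.25 (n = 24 each, adjusted p = 4.28e-08), Zap70 by 0.61, the integrin Itgae by 0.59 and Cd247 by 0.49. Myeloid markers were higher in 7 of 15 and lower in 0, with a median of 0.53 (adjusted p = 0.000601, 10 higher adjusted over the list alone, adjusted p = 0.58 with an estimated correlation). Csf1r (0.88), Itgax (0.64), Cd14 (0.56) and Itgam (0.48) rose among them. B and plasma cell markers were higher in 2 of 10 and lower in 0, with a median of 0.47 (adjusted p = 0.0461, 2 higher adjusted over the list alone, adjusted p = 0.885 with an estimated correlation). These were Igj (1.81 ± 0.24, adjusted p = 6.51e-08) and 2010001M09Rik (1.01). Ifng, a cytokine of T and NK cells, rose by 1.36 (adjusted p = 0.00306).

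Over the tests of the B cell list adjusted p went from 0.0263 to 0.885. With fry the T and NK list had adjusted p = 0.0799.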

After culture, only some of these in vivo aging pathways (MSP-RON signaling pathways, antigen presentation pathway) were partially kept in vitro (Fig. 3e, Supplementary Fig. S7b and Table S3). Antigen presentation pathway was still found significantly enriched between young and old suggesting that the culture period of 2 weeks may be not enough to abolish aging influence on this pathway. 

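In old organoids MHC class II genes were higher in 3 of 6 and lower in 0, with a median of 0.84 (adjusted p = 0.000154, 5 higher adjusted over the list alone, adjusted p = 0.21 with an estimated correlation). Cd74 rose by 1.64 ± 0.33 (n = 24 each, adjusted p = 0.000525) and the peptide-loading chains H2-DMb1 by 0.95 ± 0.28 (0.0298) and H2-DMa by 0.43 (0.0383). Cd74 lay near the detection limit, at means of 6.31 normalized counts in young and 26.8 in old organoids. Its highest values, 75.7 to 106, were those of replicates 1 and 2 of old male oral and inter organoids. Other old organoids lay at 2.21 to 33.7. Ciita (0.74, adjusted p = 0.0675), H2-Ab1 (0.94, 0.189) and H2-Eb1 (0.28) did not pass the threshold. MHC class I presentation genes were higher in 2 of 17 and lower in 0, with a median of 0.07 (adjusted p = 0.00995, 3 higher adjusted over the list alone, adjusted p = 0.325 with an estimated correlation). They were Psmb8 (0.74, adjusted p = 0.00191) and Tap1 (0.42, adjusted p = 0.0312). Interferon response genes were higher in 3 of 27 and lower in 0, with a median of 0.18 (adjusted p = 0.00212, 4 higher adjusted over the list alone, adjusted p = 0.342 with an estimated correlation). These were Oasl2 (1.25, adjusted p = 0.000375), Ifi47 (0.57) and Oas1a (0.49).

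The authors propose that 2 weeks of culture may not be enough to abolish the influence of aging on this pathway. Over the tests of MHC class II in organoids adjusted p went from 3.33e-05 to 0.21.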

Taken together, only few in vivo pathways of gender and aging could be kept in culture (Fig. 3d,e) indicating a limited potential of organoids in representing gender and aging features in long term cultures.

To further investigate the difference of upstream regulators inducing these pathways, some pronounced regulators were ranked by significance (Supplementary Fig. S8 and Table S3). AGT (Angiotensinogen) and beta-estradiol were predicted to be the upstream regulator for compartment differences both in vivo and in vitro even-though with a different enrichment p value (Supplementary Fig. S8 and Table S3). TGFB1, TNF and IL6 were responsible for compartment differences in vivo*,* while CDX genes became a dominant regulator in vitro. In gender, we found many regulators (FYN, TNF, TLR7, PRKD1) affecting gender differences in vivo while only few significant ones could be detected in vitro. IFNG was detected as general regulator of aging both in vivo and in vitro. IL12 and TNF were also playing promising roles in influencing aging in vivo.

### Characterization of organoids as an in vitro model for aging research

To see how much compartment and gender had an impact on aging, we disentangled the compartment and gender effects on the aging-induced transcriptome alteration. Differentially expressed genes (DEG, p value < 0.05) coming from all the pairwise comparisons young vs old were used to construct a matrix with log2-fold-change as values. Complex differences of biological features by DEG matrix were illustrated by linear model (Fig. 4a). The effect of gender on aging in vivo was higher (3.9%) than that of compartment (1.1%), while it almost disappeared (0.2%) in vitro differently from the compartment effect on aging that were enhanced by culturing. This could be caused by the strong differences observed in gender features after culture. The effect of compartment on aging in vitro reached up to 9.2%, that could be disclosed by the shrink of aging features and the maintenance of compartment features in culture.

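Over 7089 genes with an unadjusted p under 0.05 between old and young crypts in at least 1 stratum, compartment accounted for 0.134% of the variance of the age fold changes and gender for 0.0157% (adjusted R2). Over 2418 such genes in organoids compartment accounted for 0.105% and gender for 0.00281%. Compartment and gender in the same model gave an adjusted R2 of 0.00149 in crypts and 0.00108 in organoids.

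Each gene entered once per stratum of gender and compartment, with 0 where the unadjusted p was 0.05 or above. Compartment and gender entered as labels, so the model measures only a shift of the mean fold change over genes. Opposite changes of single genes cancel in it. With an adjusted p under 0.05 there were 1020 genes in crypts, where compartment gave 0.24% and gender 0.0441%, and 107 in organoids, with 1.07% and 0.0549%. In a model fitted instead to the compartment and gender fold changes of each gene, chosen after the data were seen, gender gave 1.24% and compartment 0.03% in crypts. That model gave 0.126% for gender and 2.89% for compartment in organoids. The authors propose that the shrinking of aging features and the upkeep of compartment features account for the compartment effect in vitro.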

**Figure 4:**
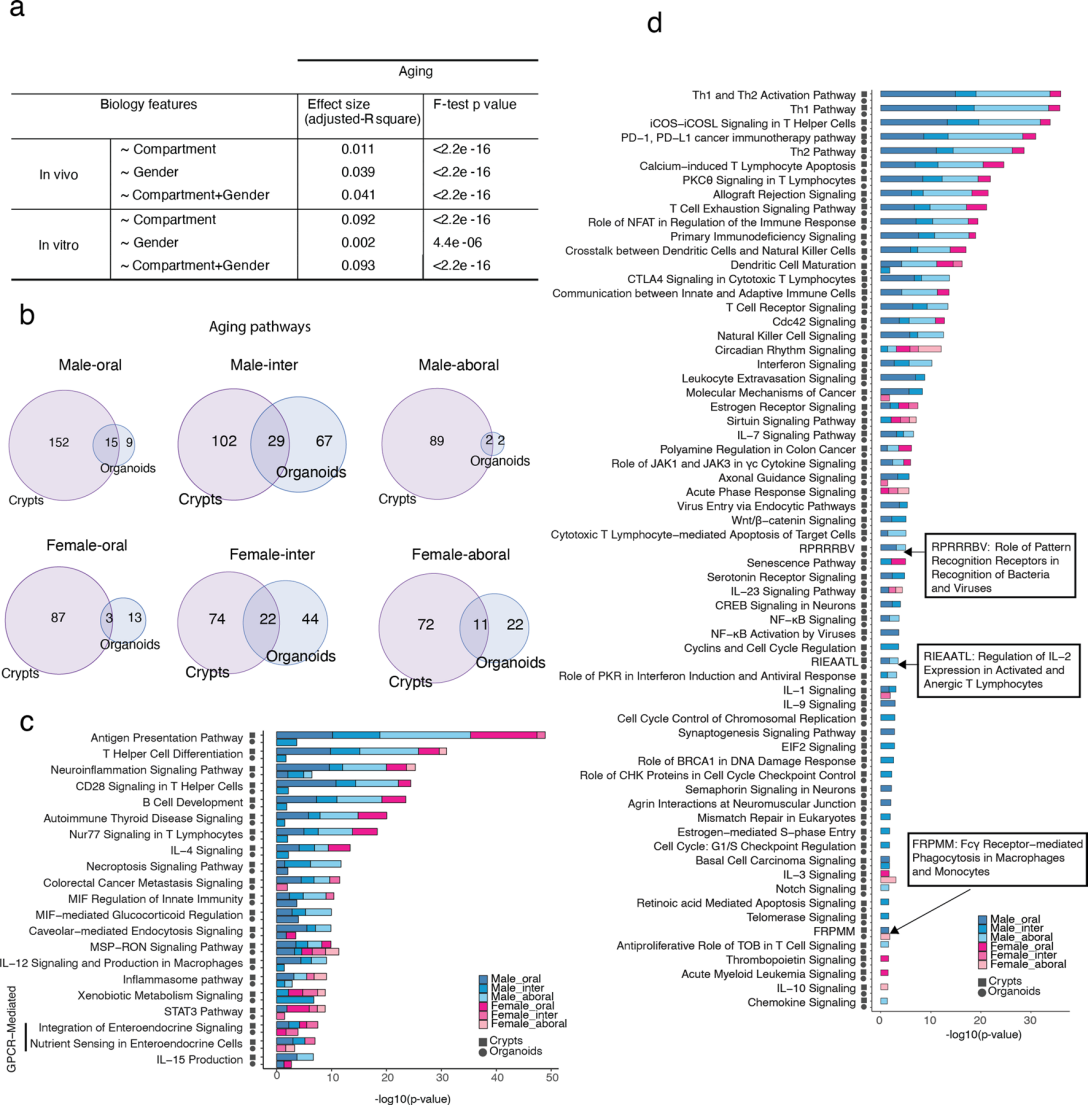
Characterization of organoids as an in vitro model for aging research. (**a**) Table of effect size of compartment, gender or (compartment + gender) on aging in vivo or in vitro by linear regression model. Effect size was defined by the adjusted coefficient of determination (adjusted R^2^) of the linear model. F-test p-value was used to evaluate the linear model on our data. (**b**) Venn diagrams of the significantly enriched pathways during aging in different conditions between in vivo and in vitro. (**c**) Stacked bar chart of − log10 enrichment p-value (fisher exact test) in some typical relevant pathways found dysregulated in aging in vivo, which were kept in culture in at least one condition. (**d**) Stacked bar chart of − log10 enrichment p-value (fisher exact test) in some typical relevant pathways found dysregulated in aging in vivo, which were lost in culture. See also Supplementary Fig. S9.

About 12% of aging-associated pathways were maintained in culture (Fig. 4b and Supplementary Table S4). To specify how aging-induced transcriptional alterations changed after culture, we summarized functional pathways conserved or disappeared upon 14 days of culturing. Few of the aging-related pathways like some of the cellular immune response, intracellular signaling, cellular growth and proliferation, degradation, and metabolic pathways were found enriched also in organoids, even though to a massive lower extent (Fig. 4c, Supplementary Fig. S9a and Table S4). Most of these pathways were statistically enriched in multiple in vivo conditions (e.g. in multiple compartments and/or in both the genders), but in organoids were mostly found only in one condition (Supplementary Fig. S9b). This may indicate that in some conditions (e.g. male-intermediate) the effect of aging in altering the transcriptional landscape may be stronger than in other conditions and, therefore requiring longer culture time to get rescued. 

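Old male crypts differed from young male crypts in 438 genes in the oral, 480 in the inter and 110 in the aboral compartment (n = 4 each, limma). In female crypts the numbers were 368, 194 and 172. Male organoids had 12, 83 and 4 such genes, and female organoids 12, 37 and 30. Of these genes 8, 35 and 2 were shared by male crypts and organoids, and 6, 13 and 14 by female ones, all in the same direction.

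The largest count in organoids was that of the male inter compartment, where another grouping of the same samples gave 1549 genes. By such groupings chance could not be excluded for male inter, male aboral, female oral and female aboral organoids. Leaving out a replicate gave 54 to 375 genes in male crypts oral, 25 to 509 in inter and 23 to 160 in aboral. In female crypts it gave 114 to 395, 16 to 345 and 15 to 120. In male organoids it gave 0 to 3, 2 to 50 and 0 to 2, and in female organoids 0 to 2, 1 to 54 and 0 to 6. With DESeq2 there were 962, 1772 and 533 genes in male crypts, 712, 454 and 523 in female crypts, 82, 380 and 69 in male organoids and 80, 156 and 129 in female organoids. The authors propose that aging effects are stronger in some conditions, such as male-intermediate, and need longer culture to be rescued.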

The rest of the aging-related pathways completely disappeared upon culturing (Fig. 4d, Supplementary Fig. S9c and Table S4).

All these data further proof that organoids do not represent an optimal research model to study aging-associated intestinal transcriptional phenotypes and that very few aging-related pathways were kept upon culturing. On the other hand, suggest they that old intestinal epithelium has the intrinsic potential to restore young-like transcriptional phenotype.

## Discussion

In this study, we used multi-variable transcriptomics of intestinal tissue to obtain a global and unbiased view of in vitro organoid model on representing in vivo characteristics. We addressed a detailed comparison of the transcriptional profiles of mouse small intestinal crypts freshly isolated or after 2 weeks of culturing as 3D organoids. We used crypts from different small intestinal tracts (duodenum, jejunum and ileum) extracted from mice of different gender and age. Culture explained the largest variance (almost 60%) among all our biological variables, that was explained by the adaptation to the new environment and by a change in cell-type composition. In particular, transcriptional programs associated with immune system were lost indicating that the immune cells of the lamina propria play an important role in communicating with the epithelial cells of the intestine. These interactions are lost in organoid culturing suggesting that co-culturing of intestinal organoids with immune cells may be of extreme relevance as pointed out by the fact that these strategies have been already implemented in some research areas like cancer research^19^. Secondly, we observed that metabolic pathways were differently enriched between crypts and organoids, especially lipid metabolism suggesting that carbon and energy sources may be different between in vitro and in vivo and that the cells may have also differences in cell proliferation. These data strongly suggest that the culture conditions should be improved with the aim to reach conditions as more similar as possible to the in vivo situation. Finally, our analysis indicated organoids had a cell composition of more undifferentiated cell types than in vivo, which may reflect the optimal conditions for growth that are established in vitro.

Thanks to the multiple variables integrated in our design, meta-analysis of the complex features allowed us to achieve an evaluation of in vitro model with unbiased results. By applying linear model for different biological variables, we were able to disentangle different biological features and to interpret how the complex biological features change after culture. We found only a proportion of biological features could be maintained after culture. Compartment-associated differences were the most stable in culture indicating that they can be driven by cell-intrinsic factors (like epigenetic programs establish during development), however only a little more than half of the differences was kept upon 2 weeks of culturing. This can explain why compartment-specific response to p53 mutation disappeared in culture in Kadosh’s research^9^. Gender-related features were almost completed lost in culture suggesting that they are almost exclusively mediated by cell-extrinsic (probably systemic, like hormones) factors in vivo. Interestingly, in some cases, the culture reversed the gender-associated transcriptional differences observed in crypts.

With a relatively small fraction of common aging features (28%) observed both in vitro and in vivo, organoids as an aging model need to be further investigated with caution. In this study, we showed that differentially expressed genes in young vs old samples decreased greatly after culture especially in oral and aboral compartment. These data indicate that the aging phenotypes of an aged intestine may be derived from the deterioration of the intestinal microenvironment (niche cells, immune system of the *lamina propria*) and by alteration of systemic factors like diet, microbiome or organismal factors. Aging is characterized by a constitutive pro-inflammatory environment with persistent low-grade innate immune activation that may augment tissue damage caused by infections in elderly individuals^20^. Absence of immunosenescence in vitro can limit organoids as well. Some other aging pathways occurring in certain conditions, like cytokine-related signaling (most interleukin signaling pathways, Interferon signaling, NF-κB signaling), cell development (Wnt/β-catenin signaling, senescence pathway, notch signaling, retinoic acid mediated apoptosis signaling), cell cycle (cell cycle regulation, cell cycle control of chromosomal replication, Role of CHK proteins in cell cycle checkpoint control, estrogen-mediated S-phase entry, cell cycle: G1/S checkpoint regulation), DNA repair (role of BRCA1 in DNA damage response, mismatch repair in eukaryotes), neuron interaction (CREB signaling in neurons, synaptogenesis signaling pathway, semaphoring signaling in neurons, agrin interactions at neuromuscular junction), could not be enriched in aging any more after culture (Fig. 4d, Supplementary Fig. S5c and Table S4). Lack of interaction with nervous system in vitro made aging specific pathways like GNRH signaling^21^, opioid signaling pathway^22^, CREB signaling in neurons^23^ not able to be present in vitro, which also restricted organoids in the application of aging research. In spite of these limitations, some aging functional pathways were observed in vitro which could be referred to some investigation on specific aging functions. Xenobiotic metabolism has been proposed to play a role in modulating the rate of aging. Many phase I xenobiotic metabolizing enzymes genes are upregulated in long-lived mouse models^24^. Expression levels of JAK-STAT signaling targets in increased with age, and STAT3^25^ has been implicated in the regulation of self-renewal and stem cell fate in several tissues (Fig. 4c and Supplementary Fig. S5a).

Some of the transcriptional features characteristic of an aged intestine were still present after 2 weeks of culture suggesting that, for some studies, freshly isolated crypts can be used for short-term experiments. For long-term experiments, this study provides the basis to build specific culture conditions of an aged environment for example by supplementing/modulating specific cytokines, metabolites, or growth factors. On the same line, also co-culturing organoids with some certain bacteria species or immune cells has been recently made possible by employing specific novel strategies like the organ on chip technology^26,27^.

Organoids are a rather novel in vitro system widely used. Different from 2D culture, organoid model can better represent the tissue structure/polarization, cell heterogeneity and cell-to-cell communication features. The use of standardized protocols and guideline for the organoid culture is an important issue in order to reduce the variability of the system among different studies^3^. However, it is tempting to speculate that personalized culture conditions should be employed depending on the research field and on the biological questions. In this study, we provide a potential way for a well-defined quality control to evaluate the organoids establishment by using the transcriptome analysis. However, model evaluations including more dimensions (epigenomic or metabolomic level) would make the characterization even more comprehensive and persuasive. Although more expensive, single-cell RNA-seq could provide a more accurate and detailed evaluation especially in the aspect of cell population composition. In this research, we only applied a classic ENR medium (Epidermal growth factor/Noggin/R-spondin1) for organoids establishment. Epidermal growth factor (EGF) signaling is associated with intestinal proliferation^28^. Transgenic expression of Noggin induces expansion of crypt numbers^29^. R-spondin-1 is a ligand for Lgr5, a marker for intestinal stem cells^30^, and an essential factor to activate Wnt signal in intestineal crypts^31^. It is also possible to manipulate the organoids with different medium. By adding CHIR99021 and VPA to the ENR medium, a previous study^32^ showed that it is possible to modulate cell composition in organoids to enrich stem cells by stimulation of Wnt signaling and Notch pathway. As a comparison, another research^15^ revealed that continuous passaging under ENR-CV conditions, but not ENR conditions would induce a phenotypic changes of reduced Lgr5 + cells. The maintenance of the characteristics of intestinal organoids upon extended passage is mediated by ENR condition, but not ENR-CV condition, which indicated the importance of passaging time on modeling organoids. Han et al. ever showed that cell composition was different between organoids cultured in ENR and ENR-CV (ENR/CHIR99021/VPA) with more proliferative cells and less differentiated cells in organoids cultured in ENR-CV especially in early phase (P0-4)^15^. In their research, they also found markers of differentiated epithelial cells (Lyz1, Muc2, ChgA, ALP) expressed less in organoids than raw crypts which is consistent with our findings. Qu et al.^33^ established a novel hyperplastic intestinal organoids (Hyper-organoids) by applying an intestinal organoid culture system composed of 8 components mainly including VPA, EPZ6438, LDN193189, and R-Spondin 1 conditioned medium. VPA and EPZ6438 was revealed to be indispensable for epigenome reprogramming and regeneration in Hyper-organoids by functioning through epigenetically regulating YAP signaling. Furthermore, Boonekamp et al.^34^ had recapitulated that intestinal organoids could be manipulated for enriching different cell types by applying different compounds to the ENR medium to direct development signaling (e.g. Notch, EGF, BMP and Wnt). Addition of the NOTCH inhibitor DAPT to stem cell-enriched murine intestinal organoids promotes secretory cell differentiation but favors beyond what to be expected given the natural abundance of each lineage in vivo, simultaneous addition of DAPT and CHIR (ENR + DC) could promote Paneth cell differentiation^32^. Simultaneous addition of DAPT and the Wnt pathway inhibitor IWP2 (ENR + DI) results in organoid cultures favoring goblet cell differentiation^32^. Our evaluation provided an insight of organoids as an in vitro model and a potential thinking for its modification. A more refined protocol for organoids establishment could be possible by coculturing with other stimuli like cytokines, immune cells, nerve cells, microbes, or even blood serum. It is a perspective for a standard evaluation pipeline to be established and applied on different coculture systems in order to get a superior in vivo-mimicking in vitro model.

## Methods

### Mice

All wild-type C57BL6/J mice were group housed and maintained in a Specific Opportunist Pathogen Free (SOPF) animal facility in Fritz Lipmann Institute with 12 h of light/dark cycle and fed with a standard mouse chow. Experiments were conducted according to protocols approved by the state government of Thuringia—THÜRINGER LANDESAMT FÜR VERBRAUCHERSCHUTZ (licenses number: TG/J-0002858/A; TG/J-0003616/A; TG/J-0003681/A). The study was carried out in compliance with the ARRIVE guidelines.

### Small intestine crypts isolation

Mouse small intestine was dissected, cut into 3 equal parts (the proximal part adjacent to stomach was termed as “oral” region; the middle part was termed as “intermediate” region; the distal part adjacent to cecum was termed as “aboral” region), and flushed with cold PBS several times. Small intestinal crypts were isolated using the established protocol^35^ with some modifications. First, the small intestine was opened longitudinally and villi were removed by scraping with a coverslip. The small intestinal pieces (2 cm) were washed several times in cold PBS and transferred to 5 mM EDTA/PBS, followed by two 30-min incubations at 4 °C on a rotator. Next, the tissue was transferred to 30 ml fresh cold PBS and manually shaken for 30 s. The crypt solution was filtered using a 70 μm cell strainer and centrifuged at 120xg for 5 min at 4 °C. One part of the isolated crypts was immediately resuspended in QIAzol Lysis Reagent (Qiagen) and stored at − 80 °C for RNA isolation. The remaining part of the isolated crypts was cultured as organoids for 2 weeks.

### Organoid culture

Small intestinal organoids were cultured according to the established protocol^1^. Approximately 200 crypts were mixed with 20 μl of Matrigel (Corning) and plated in 24-well plates. After polymerization of Matrigel, 500 μl of crypt culture medium (Advanced DMEM/F12 (Gibco), 1 × Glutamax (Gibco), 10 mM HEPES (Gibco), N2 supplement (1:100) (Gibco), B27 supplement (1:50) (Gibco), 0.5 U/mL penicillin/streptomycin (Gibco), 50 ng/ml mouse recombinant epithelial growth factor (PeproTech), 100 ng/ml mouse recombinant Noggin (PeproTech), and 500 ng/ml human recombinant R-spondin1 (PeproTech)) was added.

### RNA isolation

Total RNA from crypts and organoids was isolated using QIAzol Lysis reagent (Qiagen) followed by isopropanol precipitation. Isolated RNA was quantified on Qubit 3.0 (Thermo Fisher Scientific). The quality of isolated RNA was analyzed by Fragment Analyzer (Agilent).

### Reverse transcription and real-time PCR

iScript cDNA Synthesis Kit (Bio-Rad Laboratories GmbH 1708891) was used for cDNA synthesis starting from RNA according to the manufacture protocol. Relative gene expression analysis was done using quantitative real-time PCR method (qRT-PCR). The expression levels of target genes were normalized to that of the endogenous housekeeping gene EpCam. The gene expression was determined using the relative Ct method:

$$  {\text{Relative }}\;{\text{expression}} = 2^{{ - ({\text{Ct}}\;{\text{ gene }}\;{\text{of }}\;{\text{interest}} - {\text{Ct}}\;{\text{ housekeeping}}\;{\text{ gene}})}}. $$

### RNA-sequencing library preparation

Poly(A) RNA-seq library preparation was performed as described previously^36^ by using the TruSeq RNASample Prep kit (Illumina) following the manufacturer’s instructions.

### Droplet-based scRNA-sequencing

Proximal small intestinal crypts were isolated as described above and resuspended in 1 ml of Single-Cell Isolation Solution (TrypLE supplemented with 1 mg/ml DNaseI, 5 mM MgCl_2_, 80 μM Y27632) and incubated for 20 min at 37 °C with short vortexing after first 10 min of incubation. Reaction was quenched by addition of 29 ml ice-cold PBS and cells were centrifuged at 800xg for 5 min at 4 °C. Cell pellet was resuspended in FSM supplemented with 80 μM Y27632 and treated with CD326 (EpCAM) (G8.8), PE-Cyanine7 coupled rat monoclonal antibody for 30 min on ice in the dark. The cells were then centrifuged at 450xg for 5 min at 4 °C, resuspended in 500 μl fresh FSM and FACS sorted. In order to yield about 4000 cells, 8000 EpCAM + single cells from young and old mice were flow-sorted into a BSA coated tube containing 1.5 μl PBS with 0.04% BSA. Subsequently, the cell suspension was carefully mixed with reverse transcription mix using the Chromium Single Cell 3’ Library & Gel beads chemistry v2 (10 × Genomics) and loaded into a Chromium Single Cell A Chip (10 × Genomics). During the encapsulation process in the 10X Genomics Chromium system^37^, the cells lysed within the droplet and released polyadenylated RNA bound to the barcoded bead that was captured with the cell. Following the guidelines of the 10 × Genomics user manual, the droplets were directly subjected to reverse transcription, the emulsion was broken and cDNA was purified using Dynabeads MyOne Silane (Thermo Fisher Scientific). After the amplification of cDNA with 9 cycles, it underwent purification and a quality control check on the Fragment Analyzer (Agilent). The cDNA was fragmented for five minutes and dA-tailed, followed by an adapter ligation step and an indexing PCR of 10 cycles in order to generate libraries. After quantification, the libraries were sequenced on NextSeq 500 platform (illumina) using a high-output flowcell in PE mode (R1: 26 cycles; I1: 8 cycles; R2: 57 cycles), thus generating ~ 60 000 fragments on average per cell.

### High-throughput sequencing

All the samples were sequenced on the NextSeq500 platform (illumina, San Diego, CA, USA).

### RNA-sequencing data analysis

Fastq files quality check was performed using FastQC v0.11.5. The fastq files were mapped to the mm9 genome using TopHat v2.1.0^38^ with the following parameters –bowtie1 –no-coverage-search -a 5. The number of reads covered by each gene is calculated by HTSeq-Count 0.11.2^39^ with -s no -a 0 -t exon -m intersection-nonempty parameters. Before further analysis, all of the rRNA genes are removed from the count data. For calculating differentially expressed genes and normalized count, DESeq2 R package v1.20.0^40^ was used with the default parameters. To make it interpreted easily, DEG analysis for compartment is proceeded by aboral part with a reference of oral part of the small intestine. For Pearson correlation analysis and plotting the expression, the normalized count was used. For functional and pathway analysis as well as for identification of potential upstream regulators, DESeq2 differentially expression analysis (adjusted p-value < 0.05) results were uploaded in IPA (Ingenuity Pathway Analysis v45868156)^41^. Only the highly predicted or experimentally validated predicted upstream regulators mRNAs were used for downstream analysis. For gene set enrichment analysis, normalized counts (for each gene in all of the samples) were scaled using scale function in R (with center = TRUE, scale = TRUE parameters). The Z-score was calculated by multiplying the scaled counts by + 1 or − 1 that shows the direction of the expression in aging (+ 1 for up-regulated genes and − 1 for down-regulated genes). The average of Z-scores were calculated for each group and used for drawing plot and downstream analysis.

### scRNA-sequencing data analysis

The raw sequencing data was processed with the ‘count’ command of the Cell Ranger software (v2.1.0, 10 × Genomics) with the default options. The required reference was built with the ‘mkref’ command of Cell Ranger based on the murine genome mm10 as well as the gene annotation from Ensembl (v87) as input. The annotation was filtered with the ‘mkgtf’ command of Cell Ranger to include only protein-coding, lincRNA and antisense gene features (‘–attribute = gene_biotype:protein_coding –attribute = gene_biotype:lincRNA –attribute = gene_biotype:antisense’). The count file was directly uploaded into R using cellrangerRkit package v2.0.0. Before further analysis on the count data, non-expressed genes were removed and the counts were normalized to the total number of counts in each cell (using normalize_barcode_sums_to_median function in cellrangerRkit package) and transformed to log 10 for all of the downstream analysis. PCA was calculated using prcomp function with center = TRUE, scale.  = TRUE parameters. Clustering of the cells was done using kmean clustering (center = 9, nstart = 10) and the cell type of each defined cluster was determined using the well-known markers for each cell types. With (using) 9 clusters, Tuft and Enteroendocrine cells were in in the same cluster, so we separated these cell types by re-clustering using kmean (center = 2, nstart = 10). To find/define markers for each cluster we used order_cell_by_clusters and prioritize_top_genes (method = "sseq", min_mean = 0.1) respectively. The expression of markers was compared between the desired cluster versus all other cells (using prioritize_top_genes function) and the genes with log2 fold change ≥ 2 and adjusted p-value < 0.05 were selected as the marker.

### Principal component analysis

PCA input matrix was constructed by selecting highly-variable expressed genes (the interquartile range, IQR > 1.5) with normalized counts > 10 in more than 3 conditions. Principal component values, PC-contributing values, and PC-weighted genes were extracted by built-in R function prcomp(). Highly-weighted genes for each principal component were defined by the cutoff of density distribution. Corresponding enriched biology processes for each principal component were obtained from DAVID website^42,43^.

### GSEA on celltypes enrichment

GSEA was runned by the package of “clusterProfiler”^44–46^ using the default parameters. Cell type markers were defined by our single cell data. The enrichment score (ES) represent the degree to which a set S is over-represented at the top or bottom of the ranked list L. The score is calculated by walking down the list L, increasing a running-sum statistic when encountering a gene in S and decreasing when it is not. The magnitude of the increment depends on the gene statistics. The ES is the maximum deviation from zero encountered in the random walk, that corresponds to a weighted Kolmogorov–Smirnov-like statistic. P-value was calculated using permutation test and was adjusted for multiple comparison by method of “BH” (Benjamini–Hochberg correction).

### GSEA on pathways enrichment

Scaled expression of each gene in the gene set of GO pathways on normalized counts was proceeded by scale() function in R. Mean z-score was calculated in one condition and displayed the boxplot for all genes in each gene set.

### Cell population deconvolution

Cell populations in all conditions were deconvoluted from an analytical tool called CIBERSORTx^47^. Reference of gene expression profiles in each cell type comes from our single cell data. Corresponding bulk RNA were also sequenced to be as the data set of real-world validation. Simulated bulk RNA data were established according to the reference expression profile from each cell type, regarding of the diverse constitution of different cell types.

### Effect size estimations on biology features

To understand to what extent all these biology features are affected from each other, a multiple linear regression or a simple linear model was used, as implemented in the R (lm()). As DEG results were taken to be representing the biology feature, input matrix was gathered by significantly differentially expressed genes (adjusted p value < 0.05) in vivo or in vitro with Log2FoldChange as values, not significantly differentially expressed genes in other conditions were defined as 0. We compared models that predict in vivo features, using as predictors: (i) in vitro compartment, (ii) in vitro gender, (iii) in vitro aging and (iv) the combination of in vitro compartment, gender and aging together. We also did aging as outcome features in vivo (or in vitro), using as predictors: (i) compartment, (ii) gender and (iii) the combination of compartment and gender. The adjusted R2 square derived from linear model is reported as a measure of effect size. We assessed the quality of each model by F-statistic and the associated p-value. This was done for every module considered. Once significant, this means at least one of the predictor variables is significantly related to the outcome variable.

### Statistical analysis

Data represent mean ± SD. Results were considered significant when p < 0.05. Multiple comparisons among three groups were performed by using the ANOVA test. Then the comparisons between two groups were performed using the two-tailed t test. The comparisons in the same individual were performed with paired t test.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

## Data Availability

The accession numbers of all raw sequencing data reported in this paper can be found in the key resource table. Accession number of the Super Series: GSE169368. Custom scripts are available upon request. All methods were performed in accordance with the relevant guidelines and regulations.

How the deposited data were processed for this re-analysis (not part of the article)

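The bulk table was used as deposited. Its values are signal values: the authors divided the gene counts of each library by its DESeq2 size factor before the file was deposited. They had checked reads with FastQC 0.11.5 and mapped them to mm9 with TopHat 2.1.0 (--bowtie1 --no-coverage-search -a 5). Counting was done by the authors with HTSeq 0.11.2 without regard to strand, genes of ribosomal RNA were removed, and normalization used DESeq2 1.20.0. The library labels speak of ribosomal RNA removal and poly(A) amplification, while the methods of the paper name a poly(A) kit.

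The single-cell table holds UMI counts that the authors scaled so that each cell has the median total, after Cell Ranger 2.1.0 on mm10 with Ensembl 87 and cellrangerRkit 2.0.0. Its cells carry a cell type and no sample, so the table was treated as 1 pooled sample. The cells had been sorted for EpCAM, a marker of epithelial cells. The methods name no step against doublets, and none was taken here. The signature matrix gives a level per cell type with a floor of 1, as deposited by the authors. The simulated mixtures are means of single-cell profiles mixed by the authors, and the matched bulk pair holds signal values that the authors scaled to the same total in each library.

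The 96 columns of the bulk table were matched to the library labels by age, gender, sample type, compartment and replicate. Old female mice are named geriatric in the columns, old male mice old. Columns of other samples numbered 0. Xist and the Y-linked genes matched the labels in all libraries. The smallest ratio of replicate scatter to counting noise was 5.48, so no library was a copy of another of its condition. Copies across conditions were not looked for. Whole reads were recovered from the steps between values in all 96 columns, with 100% of values within 0.05 of a whole read. Reads per library had a median of 22613018 over all libraries. Of 35001 genes 29458 had a value above 0, and 33613 had a name in the NCBIM37 annotation (96.0%), from which gene positions were taken.

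Genes with a value of at least 10 in at least 4 of the compared libraries were kept (2 libraries within a stratum of gender and compartment). Log2 of the value plus 1 was fitted with limma 3.58.1 (lmFit and eBayes with trend), with the factors not compared and their combinations as covariates. A gene passed the threshold at a Benjamini-Hochberg adjusted p under 0.05. Differences of an effect between organoids and crypts were tested as a contrast in a fit of both sample types together. All libraries entered it for gender and age, and the oral and aboral ones for compartment. For a gene list the value given is the median of this difference over its genes. Every p of a gene is from limma, also within the strata of 4 against 4 libraries.

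Before the files were opened, 43 gene lists and the 9 marker sets of the paper were fixed. They were tested with camera of limma at a correlation of 0.01 and adjusted over all lists of a comparison. Alternatives were the correlation estimated from the data, fry, and fgsea 1.28.0 for the marker sets. Named genes follow a rule set beforehand: the 10 largest rises and 10 largest falls past the threshold with a mean of at least 100 in a group and the same sign in every stratum, every gene the paper names, and up to 4 members of a list with the smallest p together with members that went the other way.

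PCA was centred and not scaled, and component scores and cell type shares were compared by permutation with 100000 resamples. Scores were permuted over single libraries, so shared mice were not taken into account. Cell type shares came from nu-support vector regression (scikit-learn 1.9.0), and from non-negative least squares as an alternative. Alternatives for gene counts were edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, TMM factors, other pseudocounts (0.5 and 5), no filter, no covariates, a mean per mouse and leaving out each replicate number. Other tools were R 4.3.3, data.table 1.17.8, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

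As a self-test, the fits were run on simulated reads with known changes in 200 genes. Of 100 genes planted with a change of 1, the fit recovered 100 between sample types, 97 and 91 between compartments in crypts and organoids, 98 and 95 between genders, and 97 in each sample type between ages. At a change of 0.5 it recovered 97, 69 and 57, 89 and 69, and 78 and 73. Within strata it recovered 0 to 84 at a change of 1.

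Raw reads, the quantitative PCR, the pathway and upstream regulator analyses of the paper and its morphology data were not analysed here.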

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

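Some tests below were chosen only after the result was seen: those of a signal of the living tissue, of culture sessions, of a shift toward the aboral end, of fewer enteroendocrine cells and of imprinted genes as a class, and the regrouping of whole mice for the differences between organoids and crypts. The settings without a library and with a random block for mouse were added later as well.

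Some samples lay far from the other 3 of their condition. They were 8 of 168 groups, and about 8 would be expected by chance at 1 in 20. Young male crypts aboral replicate 2 scored -60.971 on PC1 (others -83.0 to -81.6), 3.1204 on PC3 and 1.3201 on PC5. Young male crypts replicate 4 scored -48.341 (oral) and -19.204 (inter) on PC2. Young female crypts aboral replicate 4 scored -2.4357 and old male organoids oral replicate 3 scored 20.995 on PC3. Old female crypts inter replicate 1 scored 1.6294 on PC4.

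Several effects differed between organoids and crypts by a test of the difference. The compartment effect differed for 3418 genes, the gender effect for 5612 and the age effect for 1431. Scores differed by 15.99 on PC1 and -16.67 on PC6 for gender, -23.92 on PC3 and 40.39 on PC6 for compartment, and on PC5 by 30.63 for gender and 27.11 for compartment. Aboral less oral shares differed by -4.364 for early progenitors, -20.46 for late progenitors, 7.977 for stem, 12.81 for TA and -2.374 for Paneth cells. Over the genes of a list, the median difference of the effect was -0.561 for goblet and -0.7254 for Paneth cell genes by compartment. By gender it was -0.8729 for lipoproteins and 0.6079 for hypoxia. By age it was -0.3305 for MHC class I, -1.228 for MHC class II, -0.2202 for proliferation, 0.4592 for enterocyte and 0.4709 for Hox genes. With an estimated correlation none of these lists passed, with adjusted p = 0.29 for goblet, 0.438 for Paneth, 0.66 for lipoproteins and 0.66 for hypoxia, and by age 0.328 for MHC class I, 0.328 for MHC class II, 0.394 for proliferation, 0.502 for enterocyte and 0.502 for Hox genes.

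Signals also appeared in genes that the main text of the paper does not name, and in a use of the data it does not describe. In old crypts Rps4y2 changed by -4.412, Nrn1 by -2.441 and Hoxa5 by 1.479. In the matched bulk pair, which the paper used to test its cell type estimates, with 1 library per age and no test here, the median of MHC class II genes was 4.62 higher in the old library, and Rps4y2 was at 122.2 in the old and 1128 in the young library.

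MHC class II genes were higher in old than in young crypts. The summed rise of 25 B and myeloid cell markers was 1644, which is 7.06% of the rise of Cd74 (5.76 to 8.17% without a mouse). More B and myeloid cells cannot be told apart from a rise within the epithelium by this test. The 10% set for such cells as the source was an assumed level that no table measures, and Igj, a marker of plasma cells, rose by 1.812 ± 0.236, close to the 2.361 ± 0.301 of Cd74. A signal of the living tissue that cultures lack remains open too. The smaller rise in organoids, a difference of -1.228, is what it predicts, but loss of cells in culture would give the same value, so the 2 cannot be told apart. Age itself stays among the open explanations, as untested.

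Hypoxia and glycolysis genes were higher in male than in female organoids. The smaller of the medians within young and within old organoids was 0.7136, and 16 of 27 genes were higher in young and 23 of 27 in old male organoids, with 0 lower, which argues against cultures of a single age group. With an estimated correlation the list had p = 0.0672 in young and 0.0899 in old organoids, so its call was lost in each. Without young male organoids oral replicate 3 the median was 0.7785, so that library does not account for it. By group it was 1.15, 1.122 and 0.1872 in young oral, inter and aboral organoids, and 0.9732, 0.7863 and 0.5829 in old ones. Culture sessions that differed between the genders cannot be told apart from gender, because the labels give no sessions, and the 0.1059 in uncultured crypts does not decide.

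Hoxa2, Hoxa3, Hoxa4, Hoxa5 and Hoxa7 were higher in old crypts (1.31, 1.16, 0.63, 1.48 and 1.02) and old organoids (1.12, 1.17, 1.08, 1.87 and 1.37), while Peg3, Grb10, Cdkn1c, Plagl1 and Meg3 were lower in crypts (-2.58, -1.61, -0.69, -1.11 and -1.32) and organoids (-2.68, -3.69, -0.63, -0.79 and -1.65). Hoxa5 lay near the detection limit, at means of 4.19 normalized counts in young and 12.1 in old crypts. In young and old organoids its means were 6.03 and 18.7. The tables argue against old intestine taken farther toward the aboral end, since the 100 genes with the largest aboral rise had a median of -0.204 with age (95% interval -0.314 to -0.124). They also argue against a C57BL/6N origin of the old mice, since Nnt changed by -0.105. They argue against fewer enteroendocrine cells as a whole, whose markers had a median of -0.1577 in crypts (median absolute deviation 0.345) and -0.1989 in organoids (0.297), above the smallest fall of those 5 genes (-0.689 and -0.629), with Chga at -0.002 ± 0.0861 and Chgb at 0.0264 ± 0.0726 in crypts. Of these 18 markers 7 were nonetheless lower in old crypts and 2 higher, among them Pyy (-1.07), Scg2 (-1.03), Ghrl (-0.81), Sst (-0.80) and Gcg (-0.50) lower, so fewer cells of some enteroendocrine kinds stay open (adjusted p = 0.00133, 0.619 with an estimated correlation). Imprinted genes as a class moved less than those 5. The whole list, which holds them, had a median of -0.1028 in crypts (median absolute deviation 0.273, 9 of 26 lower and 3 higher, p = 0.00461, 0.0254 with an estimated correlation) and -0.02811 in organoids (0.201, 6 of 24 lower and 1 higher, p = 0.00645, 0.0114 with an estimated correlation). The genes not seen before the list was written had -0.0103 in crypts (0.155). A fall of part of the class stays open. A change within the epithelium with age remains a hypothesis, found and tested on the same data.

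Other groupings of the same samples tested whether chance can be excluded for the gene counts, with 100 groupings each and the reported one included. Chance was excluded between sample types (14509 genes, highest other 1) and between compartments in crypts (8868, highest other 0) and organoids (4709, highest other 485), with 1 grouping of 100 as large in each. Between genders no other grouping was as large in crypts (5710, highest other 133) or organoids (6545, highest other 1). The same held between ages in crypts (3672, highest other 1962) and organoids (866, highest other 1). Samples that share a mouse are not independent, so regrouping single samples does not exclude chance for gender and age. When whole mice were regrouped, 1 of 100 was as large for gender in crypts (highest other 5543) and in organoids (4464), 2 of 100 for age in crypts (4879) and 4 of 100 for age in organoids (2839). Each rank met the limit set beforehand. Chance stays open for age, where some groupings of mice called more genes than age itself. The labels do not say which libraries shared a mouse. Regrouped mice could also follow age or gender in part, so these counts do not show another structure of the samples. By compartment chance was excluded for the differences between organoids and crypts when single samples were regrouped (3418, highest other 10). No other such grouping was as large by gender (5612, highest other 382) or age (1431, highest other 3). When whole mice were regrouped within crypts and within organoids, 1 of 100 was as large for gender (highest other 5606) and 4 of 100 for age (highest other 1960). Both ranks met the limit, in a test chosen after the counts were seen. Chance stays open for age, where some groupings called more genes, and these counts do not show another structure of the samples. With a random block for mouse 3218 genes differed for gender and 221 for age.

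Within strata 35 groupings exist. The limit set beforehand was met, with 1 of 35 as large, for male crypts oral (438, highest other 1), inter (480, 0) and aboral (110, 4). So it was for female crypts oral (368, 119), inter (194, 0) and aboral (172, 7), and for male organoids oral (12, 0) and female organoids inter (37, 4). That is the smallest share that 35 groupings allow, and it was not adjusted over the strata. In male organoids oral leaving out a replicate gave 0 to 3 genes, and 0 of 100 simulated changes of 1 were recovered, so chance stays open there. Chance was not excluded for male organoids inter (83, highest other 1549, 2 of 35), male organoids aboral (4, highest other 8, 2 of 35), female organoids oral (12, highest other 546, 2 of 35) and female organoids aboral (30, highest other 112, 3 of 35). The groupings with 1549 and 546 genes point to a structure of those samples other than age.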

How the results depend on the processing

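The settings without named young male organoid libraries, without old female mice 1 and 2, with a random block for mouse, per gene models, and DESeq2 without covariates and without a filter were chosen after the data were seen. The other settings were set before the data were examined. Of 172 gene counts 134 stayed within 1.5 times the count reported, and so did 44 of 69 adjusted R2. Of 742 values of gene lists 659 kept their direction and side of the threshold, 76 lost the threshold and 7 gained it. Of 7027 values of named genes 6748 kept direction and side of the threshold. Of 402 named genes past the threshold, each counted once per comparison, 338 passed it in every setting. Of 216 cell type shares 184 kept both, and 2 reversed. Where a value moved, the cause was not tested. In strata of 4 against 4 samples, simulated changes of 0.5 were recovered in 0 to 25 of 100 genes, so the counts there leave most small changes out.

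With the estimated correlation the 9 list effects flagged above as differing between organoids and crypts lost the threshold. So did the differences of B cell, fibroblast and MHC class II genes by compartment and of T and NK markers by gender. Of the list results given in the text 59 lost it too, at the same medians. Between organoids and crypts these were MHC class II (-6.684), interferon (-2.852), T and NK (-6.35), B cell (-4.25), myeloid (-2.546), fibroblast (-3.115), cholesterol (1.561), hypoxia (1.887), serine (2.016), glutathione (1.106), Paneth (-1.775), goblet (-1.079), enterocyte (-1.306), stem (0.6712) and regenerating epithelium (1.871). The marker sets of the paper were enterocyte (-0.8012), goblet (-0.3838), late progenitor (-0.7767), Paneth (-1.18), stem (0.3985) and TA (0.1373). Between aboral and oral crypts these were retinol (-0.7007), glutathione (-1.089), oral identity (-2.634), Paneth (1.376), enterocyte (-0.9997), fibroblast (2.724) and B cell (2.86), and in organoids Hox (2.963), goblet (0.5265), Paneth (0.7965) and enterocyte (-1.108). Between male and female crypts they were proliferation (-0.2346), stem (-0.3273), hypoxia (0.1059), T and NK (1.016), lipoproteins (0.5113) and enterocyte (0.4856), and in organoids proliferation (-0.2232), stem (-0.4313), hypoxia (0.8121), lipoproteins (-0.4014) and serine (0.3977). Between old and young crypts they were MHC class II (2.203), MHC class I (0.4007), interferon (0.3141), T and NK (0.4342), B cell (0.4745), myeloid (0.5307), Hox (0.4295), enteroendocrine (-0.1577) and aboral identity (-0.3608). In old organoids they were MHC class II (0.8404), MHC class I (0.07173), interferon (0.1808), Hox (1.122), proliferation (-0.1701), enteroendocrine (-0.1989) and enterocyte (0.3555). With fry, T and NK (0.4342) and B cell markers (0.4745) in old crypts and MHC class I (0.07173) and interferon genes (0.1808) in old organoids lost it. Retinol genes (-0.3457) and the early progenitor (0.009198), enteroendocrine (0.1723) and tuft sets (-0.1402) gained it with fry between organoids and crypts.

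The samples with the same number were not established as paired across crypts and organoids. Residuals of samples with the same number correlated by a mean of 0.267 between compartments of crypts and 0.261 between compartments of organoids, and by 0.0141 between crypts and organoids. With a replicate block the gender genes in crypts were 2583 and the age genes 1363 in crypts and 372 in organoids. With a random block for mouse the gender effect differed between organoids and crypts for 3218 genes and the age effect for 221. With the mean per mouse the gender genes were 1539 in crypts and 3906 in organoids, and the age genes 951 and 335. Without covariates there were 3793 gender genes in crypts, 2029 age genes in crypts, 344 in organoids, and 345 genes with a differing age effect. DESeq2 without covariates and without a filter gave 517 age genes in organoids and an adjusted R2 of 0.06264 for gender. Summed over the 6 strata, DESeq2 gave 4956 age genes in crypts and 896 in organoids, and a single model per sample type 4171 and 378.

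Leave-one-out by replicate number gave 2592 to 6787 gender genes in crypts, 4291 to 8375 in organoids, 1836 to 4825 age genes in crypts and 471 to 781 in organoids. The compartment effect differed for 1999 to 4881 genes, the age effect for 361 to 2882, and the sums over strata were 305 to 1517 in crypts and 12 to 59 in organoids. Gene lists that crossed the threshold had medians of 0.07789 to 0.1538 (gene list hypoxia and glycolysis, male against female, crypts), -0.462 to -0.2782 (gene list lipoproteins and phospholipid efflux, male against female, organoids), 0.3426 to 0.5974 (gene list B and plasma cell markers, old against young, crypts), 0.357 to 0.4704 (gene list Hox genes, old against young, crypts), 0.002273 to 0.09009 (gene list proliferation, old against young, crypts), 0.06071 to 0.1377 (gene list MHC class I presentation, old against young, organoids) and 0.0772 to 0.3807 (gene list interferon response, old against young, organoids). Shares that crossed it differed by -2.473 to -0.326 (early progenitors, organoids against crypts), and aboral against oral by 2.98 to 4.898 (early), -4.674 to -2.464 (stem) and -5.752 to -3.63 (TA) in crypts. In organoids these were -0.2236 to -0.1421 (enteroendocrine), -6.915 to -4.593 (late), 3.237 to 5.824 (stem), 1.177 to 1.684 (goblet) and 0.1407 to 0.6111 (Paneth). Without young male organoids oral replicate 3 lipoproteins (-0.3506) and the enteroendocrine share (-0.1414) lost the threshold and the Paneth share gained it (0.5339), the goblet share differed by 1.735, and there were 8390 gender genes and 1067 age genes in organoids and 5039 with a differing compartment effect. Without old female mice 1 and 2, B cell markers (0.5489) lost it and proliferation (0.1261) and enterocyte genes (-0.341) gained it in old crypts. With a pseudocount of 5 B cell markers (0.3958) lost it.

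With no value set to 0 the adjusted R2 in vivo on in vitro was 0.5623 for compartment, 0.1662 for gender and 0.4056 for aging, and in the aging model 0.000336 for gender in crypts, 0.000214 for compartment and 0.000829 for gender in organoids. With an adjusted p under 0.05 the aging model gave 0.0024, 0.000441 and 0.00284 (compartment, gender and both) in crypts and 0.0107, 0.000549 and 0.0113 in organoids. The per gene model gave 3e-04, 0.0124 and 0.0143 in crypts and 0.0289, 0.00126 and 0.0295 in organoids. With DESeq2 without covariates it gave 0.00247, 0.0195 and 0.0203, and 0.00395, -2.95e-05 and 0.00396. PC4 carried 3.705% over all filtered genes and PC5 1.333% over the 500 genes with the largest variance.

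Non-negative least squares reversed the aboral less oral share of stem cells in crypts (2.228) and gave 0 for late progenitors in organoids. Between organoids and crypts it gave -17.3 for early progenitors and 2.219 for stem cells. Between aboral and oral it gave 5.244 (late) and -0.8667 (tuft) in crypts and -11.22 (early), 7.813 (stem), 5.6 (TA), 0.2197 (goblet) and -0.8715 (tuft) in organoids. Its R2 was 0.4876 against the matched bulk and 0.9532 over the simulated shares.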

Differences from the paper's values

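The per gene aging model and DESeq2 without covariates and without a filter were chosen after the data were seen. The paper's 446 highly contributing genes of PC1 compare with 248, of which 30 are in its list (43.5 expected by chance). Of the settings fixed before the data were examined, only the 500 genes with the largest variance came within the paper's range. All filtered genes (159), scaling to unit variance (0), other pseudocounts (270 and 258) and leave-one-out by replicate number (244 to 255) did not. For PC3 the paper's table lists 310 genes, against 173, of which 74 are in its list (20.2 expected by chance). Genes scaled to unit variance (298) came within its range, while the 500 genes (73), all filtered genes (68), pseudocounts (158 and 169) and leave-one-out (163 to 194) did not. The contributors of PC2 shared 108 genes with its list (30.3 expected), and those of PC4, PC5 and PC6 shared 25, 16 and 16 (24.6, 24.4 and 22.6 expected). With as many genes taken as the paper lists, a comparison chosen after the values were seen, PC1 shared 72 (78.2 expected) and, with genes scaled to unit variance, 190. Without scaling, the paper's PC4 then shared 68 genes with PC5 here (33.7 expected) and its PC5 50 with PC4 here (24.6 expected). With genes scaled to unit variance these were 124 and 75. PC2, PC3 and PC6 then shared 167, 184 and 104 genes with the same components of the paper (37.1, 36.2 and 33.8 expected).

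For the adjusted R2 of compartment the paper's value is 58%, against 36.6%. A pseudocount of 5 (41.2%) and no value set to 0 (56.2%) came within its range. The other settings fixed beforehand, from 31.9% with DESeq2 to 37.6% without replicate 4, did not, nor did DESeq2 without covariates and without a filter (28.5%). For gender the paper's value is 21%, against 10.1%. No value set to 0 (16.6%) came within its range, while the other settings fixed beforehand, from 7.48% without replicate 1 to 11.9% with the mean per mouse, did not, nor did DESeq2 without covariates and without a filter (6.26%).

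For the effect on aging the paper's values are 1.1% (compartment) and 3.9% (gender) in vivo, against 0.134% and 0.0157%, and 9.2% and 0.2% in vitro, against 0.105% and 0.00281%. None of the settings fixed beforehand (adjusted p under 0.05, no value set to 0) came within the paper's range. In the paper the effect of gender exceeds that of compartment in vivo. Compartment exceeded gender in vivo here, by 0.00134 to 0.000157 as adjusted R2. Compartment and gender entered this model as labels over all genes at once, so opposite changes of single genes cancel in it. Its low values and their order therefore do not contradict the paper. The per gene model, chosen after the data were seen, gave 1.24% for gender and 0.03% for compartment in vivo, and 0.126% and 2.89% in vitro.

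The paper's DEGs between old and young organoids are about 520 in Fig. 3a, read by eye, against 866. The replicate block (372) and leaving out replicate 2, 3 or 4 came within 1.5 times that value. The other settings fixed beforehand did not, among them other pseudocounts (840 and 875), no covariates (344), the mean per mouse (335), edgeR (906), DESeq2 (1172) and leaving out replicate 1 (781). DESeq2 without covariates and without a filter gave 517 and was chosen after the values were seen.

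The paper describes the reversed gender feature on PC4 and aging on PC5, while here the reversed gender difference lay on PC5 and age on PC4. On PC3 the paper describes a compartment feature lost after culture. Here the permutation adjusted p of the compartment difference was 0.208 in crypts and 0.0711 in organoids. Gender and replicate number were ignored in that permutation, so its p does not show the feature absent. Among samples of the same age, gender and replicate number, nearly all aboral crypts scored above the oral crypts. Nearly all aboral organoids scored below the oral ones. The paper also describes an enhanced gender feature on PC3. The increase here had a permutation adjusted p of 0.15, from a permutation that keeps the gender difference in its spread, so it does not contradict the paper. The paper reports a minor aging feature on PC6, where old and young crypts differed by 5.75 (permutation adjusted p = 0.235).

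Cholesterol metabolism is among the processes the paper finds enriched in contributors to PC1, while of 11 synthesis genes in the PCA 0 passed the limit here. The contributors here shared fewer genes with the paper's list than expected by chance (30 against 43.5). The 2 lists are thus unlike, and this count does not bear on the enrichment in the paper. Most of the cholesterol synthesis genes were nonetheless higher in organoids. The paper reports elevated Olfm4 after culture by quantitative PCR, where the bulk libraries gave 0.06 (adjusted p = 0.611). Lgr5 was higher in both. The quantitative PCR was scaled to the gene EpCam and tested in pairs. The bulk values were scaled by DESeq2 size factors and fitted without pairs, so these measures are unlike. The paper describes a rise of Paneth cells from oral to aboral in vitro. The share rose from 1.97% to 2.27% (permutation adjusted p = 0.406), and the permutation adjusted p was 0.00547 without young male organoids oral replicate 3. The paper finds the phospholipid efflux difference between genders lost after culture. Here 6 of 13 genes of the list were lower and 1 higher in male organoids (adjusted p = 0.0329). The call was lost with an estimated correlation (adjusted p = 0.599), without replicate 2, 3 or 4, and without young male organoids oral replicate 3.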

Other observations

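Hox genes, which set position along the body axis, were higher in old organoids, 5 of 13 with 0 lower and a median of 1.12 (limma, adjusted p = 4.29e-08, 8 higher adjusted over the list alone, adjusted p = 0.21 with an estimated correlation). In old crypts 6 of 14 were higher and 0 lower, with a median of 0.43 (adjusted p = 0.0324, 6 higher and 2 lower adjusted over the list alone, adjusted p = 0.657 with an estimated correlation). Hoxb6 (-0.49) did not pass the threshold in crypts. Genes of aboral identity were lower in 4 of 13 in old crypts and higher in 0 (-0.36, adjusted p = 0.00136, 6 lower adjusted over the list alone, adjusted p = 0.518 with an estimated correlation), among them the gut hormones Pyy (-1.07) and Gcg (-0.50) and the transcription factor Satb2 (-0.25).

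Enterocyte genes were higher in 4 of 20 in old organoids and lower in 0, with a median of 0.36 (adjusted p = 1.2e-05, 9 higher adjusted over the list alone, adjusted p = 0.291 with an estimated correlation). They were the fatty acid-binding Fabp1 (1.27), the fructose transporter Slc2a5 (0.69), sucrase Sis (0.65) and the glucose transporter Slc5a1 (0.39). In old crypts 0 of 20 passed the threshold (-0.06, adjusted p = 0.601). Proliferation genes were lower in 1 of 22 in old organoids, Mcm6 (-0.21, adjusted p = 0.0331), and higher in 0 (median -0.17, adjusted p = 7.31e-08, 12 lower adjusted over the list alone, adjusted p = 0.253 with an estimated correlation). In old crypts 3 of 22 were higher, Mcm6 (0.17), Rrm2 (0.19) and Mcm7 (0.15), and 0 lower (0.04, adjusted p = 0.303). The difference between organoids and crypts had adjusted p = 1.26e-06 for proliferation, 0.000793 for enterocyte and 0.015 for Hox genes, and with an estimated correlation adjusted p = 0.394, 0.502 and 0.502.

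In the matched bulk pair, with 1 library per age and no test, the old library was higher by a median of 1.04 for MHC class I (18 of 18 genes), 1.02 for interferon (29 of 32), 1.93 for T and NK (8 of 9) and 1.18 for Hox genes (8 of 9). Ciita, the activator of MHC class II genes, was at 53 in the young and 1294 in the old library, and Peg3 at 292 and 91.4. Stem cell markers were lower by a median of -0.305 and Paneth cell markers by -0.486. Among the single cells, 1 of 1692 early progenitors and 1 of 131 enteroendocrine cells held at least 3 T and NK cell markers. These cells had been sorted for EpCAM, which removes most lymphocytes, and doublets were not tested for, so the counts do not show how many lymphocytes crypts held.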
